# A role and mechanism for redox sensing by SENP1 in β-cell responses to high fat feeding

**DOI:** 10.1038/s41467-023-44589-x

**Published:** 2024-01-06

**Authors:** Haopeng Lin, Kunimasa Suzuki, Nancy Smith, Xi Li, Lisa Nalbach, Sonia Fuentes, Aliya F. Spigelman, Xiao-Qing Dai, Austin Bautista, Mourad Ferdaoussi, Saloni Aggarwal, Andrew R. Pepper, Leticia P. Roma, Emmanuel Ampofo, Wen-hong Li, Patrick E. MacDonald

**Keywords:** Type 2 diabetes, Sumoylation, Exocytosis

## Abstract

Pancreatic β-cells respond to metabolic stress by upregulating insulin secretion, however the underlying mechanisms remain unclear. Here we show, in β-cells from overweight humans without diabetes and mice fed a high-fat diet for 2 days, insulin exocytosis and secretion are enhanced without increased Ca^2+^ influx. RNA-seq of sorted β-cells suggests altered metabolic pathways early following high fat diet, where we find increased basal oxygen consumption and proton leak, but a more reduced cytosolic redox state. Increased β-cell exocytosis after 2-day high fat diet is dependent on this reduced intracellular redox state and requires the sentrin-specific SUMO-protease-1. Mice with either pancreas- or β-cell-specific deletion of this fail to up-regulate exocytosis and become rapidly glucose intolerant after 2-day high fat diet. Mechanistically, redox-sensing by the SUMO-protease requires a thiol group at C535 which together with Zn^+^-binding suppresses basal protease activity and unrestrained β-cell exocytosis, and increases enzyme sensitivity to regulation by redox signals.

## Abstract (web summary)

Insulin secretion adapts to metabolic needs, but how this happens over the short term is not clear. Here the authors show this involves upregulation of beta-cell exocytosis and requires the SUMO-protease SENP1, which responds to redox state in a zinc-dependent manner.

## Introduction

Type 2 diabetes (T2D) occurs when insulin secretion from pancreatic β-cells fails to meet peripheral demand, which is increased with insulin resistance often coincident with obesity^1^. While obesity and insulin resistance are major risk factors for T2D, most individuals with obesity maintain normoglycemia as insulin secretion is increased adequately through the up-regulation of β-cell function and mass^2–4^, although the relative contribution of each remains unclear^1^. Up-regulation of β-cell insulin secretory capacity precedes increases in islet mass in mice on a high-fat diet (HFD), and at early time points β-cell functional changes likely outweigh structural changes in increased insulin responses^5,6^. Loss of β-cell functional up-regulation may contribute to early progression and deterioration to T2D even with intact β-cell mass^7^.

Upon short-term starvation, insulin secretion is attenuated with a shift from glucose metabolism to fatty acid oxidation^8^. On the other hand, overnutrition leads to a compensatory increase of insulin secretion with adaptations in β-cell stimulus-secretion coupling. These include enhanced intracellular [Ca^2+^]_i_ responses and up-regulation of metabolic coupling factors that potentiate Ca^2+^ efficacy and amplify insulin secretion^9–11^. In a longitudinal study measuring parallel β-cell insulin secretion and [Ca^2+^]_i_ responses, the efficacy of Ca^2+^-induced insulin secretion was enhanced via Epac signaling in the early stages of prediabetes^5^. This may be accompanied by up-regulation of reducing equivalents^12–14^ and the exocytotic machinery per se in prediabetes^15^, subsequently followed by a reduced expression in T2D^16^.

SUMOylation is the posttranslational conjugation of small ubiquitin-like modifier (SUMO) peptides to target proteins, which can be reversed by the sentrin-specific proteases (SENPs) such as SENP1 which in β-cells localizes near sites of docked insulin granules^17^. The activity of SENP1 is subject to redox regulation that may involve direct oxidation-reduction of cysteine residues near the enzyme catalytic site^18^, although the exact structure-function relationship of SENP1 redox-sensing remains unclear. Whether ‘permissive’ or ‘regulatory’ to insulin secretion, cytosolic reducing signals help to maintain a robust pool of releasable secretory granules^19,20^. These signals act in part via SENP1, which modifies several exocytotic and exocytosis-related proteins to facilitate insulin granule priming without significantly affecting Ca^2+^ entry^17,21^. Indeed, glucose stimulates deSUMOylation of the exocytotic proteins synaptotagmin VII and tomosyn 1 as a mechanism to regulate exocytotitc protein complex formation^21,22^. Several additional exocytotic proteins also appear regulated by SUMOylation^23^. In a chronic overnutrition model, glucose-stimulated insulin secretion (GSIS) is impaired, in part due to partial inactivation of SENP1 by oxidative stress^24,25^. In contrast, it remains unknown whether, at an early compensatory or prediabetic stage, altered redox state and SENP1 activity affect β-cell functional compensation and glucose homeostasis.

We therefore assessed the role for redox signaling in the up-regulation of β-cell exocytosis that occurs early upon high fat feeding in mice, and the structure-function relationship of SENP1 redox sensing. A reduced β-cell redox, commensurate with metabolic rewiring and an increased basal oxygen consumption, enhances exocytotic capacity via a mechanism that requires SENP1. In pancreas- and β-cell–specific SENP1 knockout mice, we demonstrate the requirement for SENP1 in the maintenance of glucose homeostasis within 2 days of high fat feeding via upregulated insulin secretion. Finally, we show that C535 near the catalytic site, together with an interaction with Zn^2+^, is required for redox-regulation of enzyme activity and control of β-cell exocytosis.

## Results

### Higher β-cell secretory capacity from overweight humans and short-term HFD-fed mice

Islets from non-diabetic human donors (Supplementary Data 1) of 21–45 years of age and BMI >25 exhibited significantly elevated glucose-stimulated insulin secretion (GSIS) compared to similarly aged donors with BMI <25. This greater functionality was absent in T2D (BMI >25) (Fig. 1A). Depolarization-induced β-cell exocytosis measured by patch-clamp electrophysiology is amplified by glucose^17^. Intriguingly, β-cells from the donors with BMI >25 did not show any difference in depolarization-induced exocytosis compared to BMI <25 at 5- or 10-mM glucose. Instead, the exocytotic response was elevated in the non-diabetic donors with BMI >25 at 1 mM glucose (Fig. 1B). This means that the β-cells of higher-BMI donors upregulate their capacity to mount an exocytotic response at low glucose, to the same upper limit observed when the cells are pre-cultured at elevated glucose. That capacity does not translate to more insulin secretion at low glucose, however, but instead to an increased secretory response upon subsequent stimulation with glucose at levels sufficient to elicit an electrical and Ca^2+^ response.

**Fig. 1:**
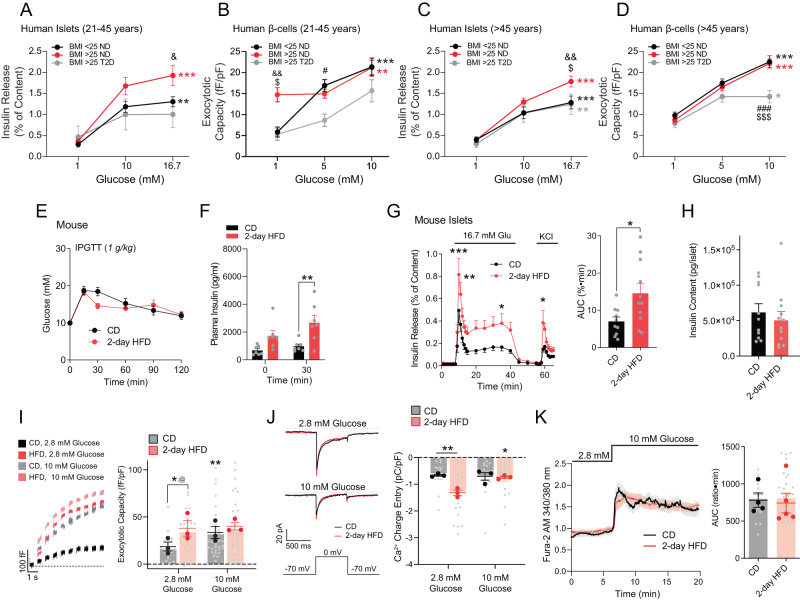
Higher insulin secretion and β-cell exocytosis from islets of overweight donors and 2-day HFD mice. **A** Insulin secretion from islets of young (21–45 years) donors at 1 (*n* = 27, 47, 5), 10 (*n* = 27, 41, 4) and 16.7 mM (*n* = 27, 47, 5) glucose. Effect of glucose (^**^p = 0.0010; ^***^p = 1 × 10^−11^) and vs BMI < 25 (^&^*p* = 0.034). **B** Exocytosis from β-cells of young (21–45) donors at 1 (*n* = 55, 120, 22), 5 (*n* = 130, 236, 36) and 10 mM (*n* = 88, 151, 21) glucose. Effect of glucose (^**^p = 0.0056; ^***^p = 4.6 × 10^−7^), vs BMI < 25 (^&&^*p* = 0.0039), vs T2D BMI > 25 (^$^*p* = 0.046; ^#^*p* = 0.028). **C** Insulin secretion from islets of older (>45 years) donors 1 (*n* = 61, 111, 21), 10 (*n* = 40, 88, 18) and 16.7 mM (*n* = 55, 110, 21) glucose. Effect of glucose (^**^p = 0.0029; ^***^p = 2.3 × 10^−10^, 2.8 × 10^−7^), vs BMI < 25 (^&&^*p* = 0.0047), vs T2D BMI > 25 (^$^*p* = 0.040). **D** Exocytosis from β-cells of older (>45 years) donors at 1 (*n* = 164, 285, 78), 5 (*n* = 310, 474, 112) and 10 mM (*n* = 173, 364, 112) glucose. Effect of glucose (^*^p = 0.031; ^***^p = 7.9 × 10^−11^; 5.8 × 10^−11^), vs BMI > 25 (^###^*p* = 1.8 × 10^−4^), vs BMI > 25 (^$$$^*p* = 5.3 × 10^−5^). Data in **A**–**E** compared by two-way ANOVA followed by Tukey post-test. See Supplementary Fig. 1 for breakdown by sex and donor. **E** IPGTT of mice after CD and 2-day HFD (*n* = 14, 14). **F** Plasma insulin during IPGTT (*n* = 7, 7; **p = 0.0077). **G**, **H** Insulin secretion (panel **G**; *n* = 10, 11; ^***^p = 5.1 × 10^−5^; ^**^p = 0.0015, ^*^p = 0.041, 0.011) and content (panel **H**; *n* = 11, 12). AUC – area under the curve (^*^p = 0.019). **I** Representative traces (left), and average total responses, of β-cell exocytosis at 2.8 and 10 mM glucose (*n* = 21, 26, 32, 33 cells, ^@^*p* = 0.017, from 3 pairs of mice, *p = 0.015, 0.040). **J** Representative traces, and average Ca^2+^ currents, of β-cells at 2.8 and 10 mM glucose (*n* = 9, 22, 19, 19 cells, ^*^p = 0.023, 0.026, from 3 pairs of mice). **K** Single cell [Ca^2+^]_i_ response (*n* = 16, 34 cells from 4, 5 mice). Data are mean ± SEM, compared with student unpaired Student’s *t* test (two-sided; panels **G**, **H**, **K**) or two-way ANOVA followed by Tukey post-test (panels **F**, **G**, **I**, J), uncorrected Fisher’s LSD (panel **J**) or RM two-way ANOVA with matching and Bonferroni post-test (panel **I**). Source data are provided as a Source Data file.

As with insulin secretion, this greater exocytotic capacity at 1 mM glucose was missing in β-cells of donors with T2D and BMI >25 (Fig. 1B). These differences were not as clear in islets and β-cells from female donors (Supplementary Fig. S1) or older donors (age >45; Fig. 1C, D), the latter perhaps being confounded by increasing stress responses, β-cell immaturity phenotypes, and generally reduced insulin secretion seen with age^26^. Notably however, insulin secretion and β-cell exocytosis were still lower in T2D (Supplementary Fig. S1, Fig. 1C, D).

To investigate β-cell functional changes that occur early under metabolic stress, we fed male C57BL/6NCrl mice either a chow diet (CD) or HFD for 2 days. Mice fed a 2-day HFD maintained normal glucose tolerance in an intraperitoneal glucose tolerance test (IPGTT) (Fig. 1E), along with increased plasma insulin (Fig. 1F). GSIS was increased from islets of 2-day HFD mice (Fig. 1G), without any effect on insulin content (Fig. 1H). Comparatively, after a 4-week HFD, mice were glucose intolerant (Supplementary Fig. S2A) with increased plasma insulin (Supplementary Fig. S2B), increased islet insulin content, and enhanced in vitro insulin secretion (Supplementary Fig. S2C–E). In β-cells from 2-day (Fig. 1I) and 4-week (Supplementary Fig. S2F) HFD-fed mice, exocytotic responses are increased at low glucose, to the same level as at elevated glucose. At 10 mM glucose there were no differences in voltage-activated Ca^2+^ entry (Fig. 1J) and intracellular Ca^2+^ responses (Fig. 1K; Supplementary Fig. S2G), consistent with previous demonstrations of ‘increased Ca^2+^ efficacy’ under short-term HFD^5^. Indeed, under conditions that ‘clamp’ intracellular Ca^2+^ responses to assess glucose-dependent amplification of insulin secretion^27^, islets from 4-week HFD fed mice exhibited enhanced KCl-stimulated insulin secretion at low glucose (Supplementary Fig. S2E).

### Shifts in metabolic pathway expression after short-term HFD

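β-cells were sorted by FACS from islets of C57BL/6NCrl mice that were fed CD or HFD for 2 days from 12 weeks of age, and their mRNA was sequenced. The sort separated α- and β-cells by ZIGIR, a zinc-sensitive dye, and Ex4-Cy5, a fluorescent exendin-4 that binds the GLP-1 receptor. Libraries came from 4 CD mice (replicates 1 to 4) and 3 HFD mice (replicates 2 to 4), were made with a stranded mRNA kit and were run on a NextSeq 500. The insulin genes Ins1 and Ins2 took 27.7% to 30.9% of the counts in every library. Hormones of other islet cells were present at far lower levels. Gcg, the glucagon gene of α-cells, had 180.8 ± 126 CPM (read counts scaled by library size; SD, n = 4) on CD and 95.2 ± 45.1 (SD, n = 3) on HFD. Sst, the somatostatin gene of δ-cells, had 675 ± 325 and 434 ± 112 CPM, and Ppy, which encodes pancreatic polypeptide, had 167 ± 97.9 and 104.9 ± 15.9 CPM. Ctrb1, a chymotrypsinogen of acinar cells, ranged from 0.0915 CPM in HFD replicate 3 to 671 CPM in CD replicate 2. Krt7, a keratin of ductal cells, had 198.5 ± 18.0 and 214.9 ± 48.2 CPM, and C1qa, a complement gene of macrophages, had 50.7 ± 11.8 and 34.6 ± 13.4 CPM. The sum of 10 α-cell marker genes was lower in all 3 HFD libraries than in every CD library, at 2677 ± 148 against 3126 ± 90.9 CPM (two-sided exact permutation test, p = 0.0571, the smallest p that 3 mice against 4 allow). Most of that sum was Peg3 and Ttr, at 2222 and 661 CPM on CD, which are not specific to α-cells.

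The values are the authors' counts of reads per gene symbol on the mm10 build, with no normalization. The aligner and the counting program are not given in the sources used here, nor is the use of strand, so genes that overlap others may share reads with them. Total counts were 11145642 to 22557957 in the CD libraries (median 12993901) and 10559175 to 14391602 in the HFD libraries (median 14029002). HFD replicate 3 stood apart from the other libraries. It had a count for 9627 genes, while the others had one for 12484 to 14600. Of 9443 genes with at least 50 counts in each of the other 6 libraries, 807 (8.55%) were at 0 in it, while no other library had more than 0.0118% of such genes at 0. Its correlation with the other libraries across genes was 0.800 to 0.836, and the highest correlation of each other library was 0.948 to 0.975. Counts were scaled by TMM and HFD was tested against CD with the quasi-likelihood test of edgeR over 12354 genes, with Benjamini-Hochberg adjustment. The median log2 fold change over these genes was −0.08. Gene lists were written before the counts were examined but after the supplementary tables of the paper had been read. Values of these samples had thus been seen. Neither a test of a list as a whole nor a p adjusted over a list alone is therefore independent evidence. The lists were tested against all other genes with camera at a preset correlation of 0.01 and adjusted over 31 lists. Of the 12 lists that passed, those of G2/M and S-phase genes also passed with an estimated correlation.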

To gain insight into the mechanism contributing to increased insulin secretion following short-term HFD^28^, we performed RNA sequencing on FACS-sorted β-cells from 2-day CD and HFD mice (Supplementary Data 2). 

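In β-cells from HFD mice, 9 of the 10 genes with the lowest p above 0 act in cell division or DNA replication. Top2a, the topoisomerase that untangles replicated chromosomes, had 11.3 to 14.4 CPM in the CD libraries (n = 4) and 30.4 to 55.0 CPM in the HFD libraries (n = 3). This is a log2 fold change of 1.80 (standard error 0.26, adjusted p = 0.412 from edgeR's quasi-likelihood test), and the gene lies on chromosome 11 of mm10 from 98992943 to 99024189. Ect2 and Racgap1, which act in cytokinesis, had log2 fold changes of 2.49 (standard error 0.42) and 1.67 (standard error 0.26). Hmmr, Prc1 and Ccnb2, which act at the mitotic spindle or in mitotic entry, were at 3.29, 1.81 and 3.07, and Smc4 of condensin, Atad2 and the proliferation marker Mki67 were at 1.65, 1.50 and 1.34. Fkbp11, a prolyl isomerase of the ER, went from 44.2 ± 3.43 to 78.4 ± 6.93 CPM. Of the 41 G2/M genes tested, 41 were above 0 and the list rose (camera adjusted p = 5.0e-53, and adjusted p = 8.1e-04 with an estimated correlation). Adjusted over all genes, 0 of them passed by edgeR's quasi-likelihood test, while DESeq2 called 24, the likelihood ratio test 10, and the exact test 8 with tagwise and 19 with a common dispersion. Adjusted over the list alone, 30 were higher by edgeR's quasi-likelihood test. Of these genes, 8 are in the list of DE genes of the study, which was chosen on these samples and is not independent evidence.

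On the other side, Rap1gap, which switches off the small GTPase Rap1, had 80.5 ± 5.16 CPM on CD and 49.3 ± 4.27 CPM on HFD, a log2 fold change of −0.71 (standard error 0.14). Nfkb2, a subunit of NF-κB, was at −0.82 (standard error 0.16). The zinc finger gene Zfp574, Ahnak, the imprinted gene Peg3 and the glutathione transferase gene Gstm1 were at −1.24, −0.82, −0.30 and −0.75. The long noncoding RNAs Malat1 and Meg3 were at −0.62 and −0.39. Of the named genes, Peg3 was above 0 with a per-library trend on transcript length or GC content removed (0.08 and 0.13), and Meg3 with the GC trend removed (0.06). These offsets move all genes upward on HFD, and with the trends removed around the library mean, chosen after seeing the data, no named gene changed sign.

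No gene passed an adjusted p of 0.05 by the quasi-likelihood test of edgeR, while 713 genes had an unadjusted p under 0.05, 353 of them higher and 360 lower on HFD. This unadjusted count was 474 without CD replicate 1 and 1119 (402 higher and 717 lower) without HFD replicate 4. With upper-quartile factors it was 420 higher and 283 lower. At an adjusted p of 0.05, the likelihood ratio test of edgeR called 23 genes, its exact test 10 with tagwise dispersions and 212 with a common dispersion, and DESeq2 137. The limma-voom test called 0 genes (800 at an unadjusted p under 0.05), or 27 with library quality weights, an alternative chosen after seeing the data. Without HFD replicate 3, edgeR's quasi-likelihood test called 2 genes, Top2a (adjusted p = 0.00671) and Ect2 (adjusted p = 0.0495). The criteria given in the Methods, as applied here with an unadjusted p under 0.1, were met by 1119 genes, 523 higher and 596 lower on HFD. With upper-quartile factors in place of TMM these were 637 higher and 470 lower, and without HFD replicate 3 they were 452 higher and 621 lower. Splits of the 7 libraries into 4 and 3 that mix the diets gave 309 to 912 such genes. Much of a count of this kind can thus arise without groups that divide the diets. Of the genes listed in Supplementary Data 3, which the study chose on these samples, 212 were tested, 57 were above and 155 below 0, and 203 had an unadjusted p under 0.1. That list is not independent evidence of a direction.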

We found 213 differentially expressed (DE) genes (Fig. 2A). Enrichment analysis identified pathways (PW) such as histone methylation^29^, MAPK signaling, cholesterol biosynthesis, insulin receptor signaling, and ER-associated misfolded protein response (Fig. 2B**;** Supplementary Data 3)^29,30^. 

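Genes of ER protein quality control were mostly above 0 in β-cells from HFD mice, and genes of MAPK and insulin receptor signaling were mostly below 0. Of 37 ER genes for chaperones, disulfide isomerases and ER-associated degradation, 29 were above and 8 below 0, and the list rose relative to the other genes (camera adjusted p = 7.9e-07, and adjusted p = 0.365 with an estimated correlation). Pdia6, a disulfide isomerase, had 795 ± 52.6 CPM (SD, n = 4) on CD and 1042 ± 71.9 CPM (SD, n = 3) on HFD, a log2 fold change of 0.39 (standard error 0.09). Dnajc3, a co-chaperone of the ER lumen, was at 0.38 (standard error 0.09), and Edem2, which marks misfolded glycoproteins for degradation, was at 0.57 (standard error 0.14). Adjusted over all genes, 0 of the 37 passed by edgeR's quasi-likelihood test and 5 passed by DESeq2, among them these 3 (adjusted p = 0.00176, 0.00186 and 0.0103). The same 3 were higher by edgeR's quasi-likelihood test when adjusted over the list alone. The list did not pass by fgsea (adjusted p = 0.133), nor by fry, which tests it against no change and not against the other genes (adjusted p = 0.324). Of the 37 genes, 5 are among the DE genes of the study.

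Of 35 genes of MAPK signaling, 10 were above and 25 below 0, and the list did not pass (camera adjusted p = 0.427). No gene of it passed by edgeR's quasi-likelihood test, over all genes or when adjusted over the list alone, and DESeq2 called 1 over all genes, Mapk6 (adjusted p = 0.00830). Mapk6, an atypical MAP kinase, had a log2 fold change of −0.59 (standard error 0.14) and fell between 116 and 155 CPM in the CD libraries and between 78.7 and 96.5 CPM in the HFD libraries. Il6st, the shared receptor subunit of IL-6 family cytokines, was at −0.46, the MAPK phosphatase gene Dusp8 at −0.40 and the kinase gene Pak3 at 0.49. Of 26 genes of insulin receptor signaling, 6 were above and 20 below 0, and the list did not pass (camera adjusted p = 0.198). Nucb2, the precursor of nesfatin-1, was at 0.74 (standard error 0.15). It was the 1 gene of that list that passed when adjusted over the list alone, and 0 passed over all genes by edgeR's quasi-likelihood test (5 at an unadjusted p under 0.05), while DESeq2 called 2, Nucb2 and Socs3, and the likelihood ratio test 1. Socs3, Ptpn1 and Grb10, which restrain signaling by the insulin receptor, were at −0.71, −0.54 and −0.95. With each library left out in turn, they ran from −0.85 to −0.61, −0.67 to −0.36 and −1.37 to −0.72.

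Pathway clusters of Supplementary Data 3 were chosen on these samples, so their counts are not independent evidence of a direction. In the cluster of response to hormone, 6 of 26 genes were above and 20 below 0. In the cluster of chromosome condensation, 8 of 20 were above and 12 below 0, led by Top2a, Racgap1, Ect2 and Smc4. In the cluster of ER-associated misfolded protein catabolism, 3 of 6 were above and 3 below 0. Without HFD replicate 3, the median log2 fold change of the ER protein quality list was 0.26, against 0.16 with it, and without HFD replicate 2 it was −0.01. Without HFD replicate 3, the list of insulin receptor signaling passed as lower (camera adjusted p = 0.0173).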

Histone methylation, the most significantly enriched pathway, can interact or overlap with genes in other enriched pathways, such as MAPK signaling, consistent with the ability of methylation to adapt insulin secretion through MAPK and regulation of glucose metabolism^29^. 

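The lysine methyltransferase genes Kmt2a, Kmt2b, Kmt2c and Kmt2d, whose products methylate histone H3 at lysine 4, had lower levels in all 3 HFD libraries than in every CD library. Kmt2c, on chromosome 5 of mm10 from 25271798 to 25498783, had 146 ± 7.81 CPM (SD, n = 4) on CD and 109.9 ± 4.87 CPM (SD, n = 3) on HFD, a log2 fold change of −0.41 (standard error 0.11, adjusted p = 0.731 from edgeR's quasi-likelihood test). Kmt2a, on chromosome 9 from 44803355 to 44881296, had 239.6 ± 20.0 and 165 ± 32.8 CPM, a log2 fold change of −0.54 (standard error 0.15). Kmt2b was at −0.55 (standard error 0.16) and Kmt2d at −0.36 (standard error 0.14). Of 21 genes that add or remove this mark, 7 were above and 14 below 0, with a median of −0.21. Kmt2a, Kmt2b and Kmt2c were lower by edgeR's quasi-likelihood test when adjusted over the list alone and did not pass over all genes, where DESeq2 called these 3 (adjusted p = 0.0251, 0.0480 and 0.0193). Of the 21 genes, 5 are among the DE genes of the study, whose values had been read when the list was written. The list did not pass (camera adjusted p = 0.0772, and adjusted p = 0.224 with an estimated correlation), and passed as lower without HFD replicate 3 (adjusted p = 8.9e-04), CD replicate 1 (adjusted p = 0.0405) or CD replicate 3 (adjusted p = 0.0347). With the GC trend of each library removed, an offset that moved the median of all genes from −0.08 to 0.30, Kmt2c and Kmt2d were at 0.04 and 0.11.

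In the histone H3-K4 monomethylation cluster of Supplementary Data 3, which the study chose on these samples and which is not independent evidence, 2 of 24 genes were above and 22 below 0, with a median of −0.56. The genes of lowest p in it were Top2a, Nfkb2, Rela and Kmt2c, of which Kmt2c encodes a methyltransferase. It shared 8 genes with the cluster of chromosome condensation, among them Top2a, and 0 with the cluster of farnesyl diphosphate metabolism.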

All DE genes were submitted to the STRING database^31^ for protein-protein interaction. Gene set enrichment analysis (GSEA) showed that up-regulated genes were enriched for glycolysis (*Tpi1*, *Pgk1*, *Pkm*…) and oxidative phosphorylation (Uqcrq, Vcp, Atp5g3…) pathways (Fig. 2C; Supplementary Data 4). 

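Genes of oxidative phosphorylation were mostly above 0 in β-cells from HFD mice, while genes of glycolysis went both ways. Of 76 genes for subunits of the respiratory complexes and the ATP synthase, 59 were above and 17 below 0, with a median log2 fold change of 0.12. The list rose relative to the other genes (camera adjusted p = 7.9e-07, and adjusted p = 0.190 with an estimated correlation). Uqcrq, a subunit of complex III on chromosome 11 of mm10 from 53427922 to 53430831, had 82.8 ± 14.8 CPM (SD, n = 4) on CD and 120.5 ± 19.4 CPM (SD, n = 3) on HFD. This is a log2 fold change of 0.54 (standard error 0.18, adjusted p = 0.817 from edgeR's quasi-likelihood test). Uqcr11, another subunit of complex III, was at 0.55 (standard error 0.16), and the ATP synthase genes Atp5g3 and Atp5b were at 0.41 (standard error 0.14) and 0.25 (standard error 0.08). In each of these 4 genes all 3 HFD libraries were above every CD library. No gene of the list passed by edgeR's quasi-likelihood test, over all genes or when adjusted over the list alone, and 8 had an unadjusted p under 0.05. DESeq2 called 1 over all genes, Atp5b (adjusted p = 0.0297). The list passed by fgsea (adjusted p = 0.00887). Against no change, which is what fry tests, it did not pass (adjusted p = 0.183).

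Of 15 genes of glycolysis tested, 8 were above and 7 below 0, with a median of 0.01 and a mean of −0.03, and the list did not pass (camera adjusted p = 0.617). None passed by edgeR's quasi-likelihood test when adjusted over the list alone, and none passed over all genes in edgeR, DESeq2 or limma-voom. Tpi1, the triosephosphate isomerase gene on chromosome 6 from 124810586 to 124814296, had 83.4 ± 3.07 CPM on CD and 100.1 ± 9.59 CPM on HFD, a log2 fold change of 0.26 (standard error 0.12). Pkm, the pyruvate kinase gene, had 572 ± 27.8 and 644 ± 5.32 CPM, a log2 fold change of 0.17 (standard error 0.08). Pgk1, the phosphoglycerate kinase gene, was at 0.63 (standard error 0.45) with HFD replicate 3 and at 0.19 without it. Its level was 9.18 CPM on CD and it may share reads with near-identical copies. The phosphofructokinase genes Pfkl and Pfkp were at −0.49 (standard error 0.20) and −0.50 (standard error 0.27), and Pfkp was at −0.26 without CD replicate 3. Of 21 genes of the TCA cycle, 12 were above and 9 below 0, and the list did not pass (camera adjusted p = 0.179). Sdhc of complex II was at 0.32, or 0.16 without HFD replicate 3, and Pcx, the pyruvate carboxylase gene, was at −0.26.

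Other genes named in Fig. 2C had a high value in HFD replicate 3. Me2, a mitochondrial malic enzyme, was at 0.32 with that library and −0.04 without it, and Got1, the cytosolic aspartate aminotransferase gene, was at 0.46 with it and 0.08 without it. Vcp, an ATPase that extracts misfolded proteins from the ER, was at 0.58 with it and 0.20 without it. The mitotic kinase gene Cdk1 had 2.56 ± 1.83 CPM on CD and 25.1 ± 7.57 CPM on HFD, and Ccnb2, a cyclin that activates it, had 2.17 ± 0.519 and 18.4 ± 9.07 CPM. In the leading edges that Supplementary Data 4 gives for the glycolysis and oxidative phosphorylation sets, 39 of 39 and 42 of 42 tested genes were above 0, with medians of 0.32 and 0.39. These genes were chosen on these samples and are not independent evidence, and the paper's reported normalized enrichment scores are 1.56 and 1.60. The glycolysis leading edge shared 2 genes with the list of glycolysis genes, Tpi1 and Pgk1, and 3 with the G2/M list, among them Cdk1 and Hmmr. The median of the oxidative phosphorylation list was 0.21 without CD replicate 3, and the direction of the glycolysis list in camera turned without CD replicate 2 (adjusted p = 0.929).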

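Genes of cholesterol synthesis were mostly below 0 in β-cells from HFD mice. Of 20 enzymes from acetyl-CoA to cholesterol, 3 were above and 17 below 0, with a median log2 fold change of −0.44 (camera adjusted p = 7.2e-05, and adjusted p = 0.300 with an estimated correlation). The list did not pass against the other genes by fgsea (adjusted p = 0.281) or against no change by fry (adjusted p = 0.127). None of its genes passed by edgeR's quasi-likelihood test when adjusted over all genes or over the list alone, DESeq2 called 1 over all genes, Msmo1 (adjusted p = 0.00830), and 7 had an unadjusted p under 0.05, all of them lower. Msmo1, which removes methyl groups from sterols, had 423 ± 58.8 CPM (SD, n = 4) on CD and 292 ± 29.8 CPM (SD, n = 3) on HFD. This is a log2 fold change of −0.53 (standard error 0.13, adjusted p = 0.660 from edgeR's quasi-likelihood test), and all 3 HFD libraries were below every CD library. Msmo1 lies on chromosome 8 of mm10 from 64718139 to 64733792. Fdft1, the squalene synthase gene on chromosome 14 from 63145150 to 63179578, had 172 ± 22.7 and 105.1 ± 46.0 CPM, a log2 fold change of −0.71 (standard error 0.28), or −0.43 without HFD replicate 3. Hsd17b7, a sterol ketone reductase gene on chromosome 1 from 169949535 to 169969241, had 62.4 ± 20.0 and 37.3 ± 13.0 CPM, a log2 fold change of −0.74 (standard error 0.31). Fdps, the farnesyl diphosphate synthase gene, was at −0.61 (standard error 0.23), and Hmgcs1, the HMG-CoA synthase gene, at −0.57 (standard error 0.25), or −0.33 without CD replicate 1.

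Of 13 genes that regulate sterol levels, 3 were above and 10 below 0, and the list fell (camera adjusted p = 0.0333, and adjusted p = 0.190 with an estimated correlation). Srebf2 and Insig1 were lower by edgeR's quasi-likelihood test when adjusted over the list alone and did not pass over all genes, where DESeq2 called both (adjusted p = 0.00736 and 0.0156). The list of regulators passed against no change by fry (adjusted p = 0.0149) and not against the other genes by fgsea (adjusted p = 0.900). Srebf2, the transcription factor that drives cholesterol synthesis, had 302.5 ± 25.4 CPM on CD and 221 ± 22.4 CPM on HFD, a log2 fold change of −0.45 (standard error 0.12). Insig1, which holds that factor in the ER, was at −0.53 (standard error 0.14). The study named 5 of the 20 cholesterol genes and 2 of the 13 regulators among its DE genes. In its leading edge for cholesterol homeostasis, which was chosen on these samples and is not independent evidence, 26 of 26 tested genes were below 0, with a median of −0.51, and 12 are in the list of 20. The paper's reported normalized enrichment score is −2.14. The cholesterol list did not pass with a per-library trend on transcript length removed (adjusted p = 0.0726) or on GC content (adjusted p = 0.0834), offsets that move all genes upward on HFD. The list of regulators did not pass without CD replicate 1, HFD replicate 2 or HFD replicate 4 (adjusted p = 0.0813, 0.110 and 0.204), with upper-quartile factors (adjusted p = 0.0588) or with no filter on low counts (adjusted p = 0.0688). Nor did it with the length trend removed (adjusted p = 0.859) or the GC trend removed (adjusted p = 0.913).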

Interestingly, the cholesterol biosynthesis pathway (*Fdft1*, *Hsd17b7*, *Msmo…*) was significantly down-regulated (Fig. 2C, D). Cholesterol biosynthesis relies heavily on NADPH consumption^32^, and its inhibition may enhance insulin secretion by increasing NADPH^33^. Therefore, the downregulation of cholesterol biosynthesis genes could spare cytosolic NADPH, which might be built up by increased glucose metabolism, for the amplification of insulin release (Fig. 2D).

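Genes of NADPH production, with others of the pentose phosphate pathway that do not all make NADPH themselves, went both ways in β-cells from HFD mice. Of 19 such genes tested, 8 were above and 11 below 0, with a median log2 fold change of −0.04, while camera placed the list on the higher side of the other genes without a call (adjusted p = 0.683). None passed over all genes or when adjusted over the list alone, by edgeR's quasi-likelihood test, and 3 had an unadjusted p under 0.05. Idh1, the cytosolic isocitrate dehydrogenase that makes NADPH, lies on chromosome 1 of mm10 from 65158616 to 65186500. It had 32.4 ± 12.7 CPM (SD, n = 4) on CD and 14.5 ± 7.89 CPM (SD, n = 3) on HFD, a log2 fold change of −1.16 (standard error 0.43, adjusted p = 0.817 from edgeR's quasi-likelihood test). Taldo1 of the pentose phosphate pathway was at 0.31 (standard error 0.14), or 0.17 without HFD replicate 3, and Aldh1l2, a mitochondrial folate enzyme that makes NADPH, at 0.30 (standard error 0.13). Nnt, the mitochondrial transhydrogenase gene, was at 0.41 (standard error 0.18) with HFD replicate 3 and at 0.25 without it. The direction of this list in camera turned without HFD replicate 4 (adjusted p = 0.820). RNA levels are all that was measured in these libraries, and not NADPH itself.

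**Figure D1:**
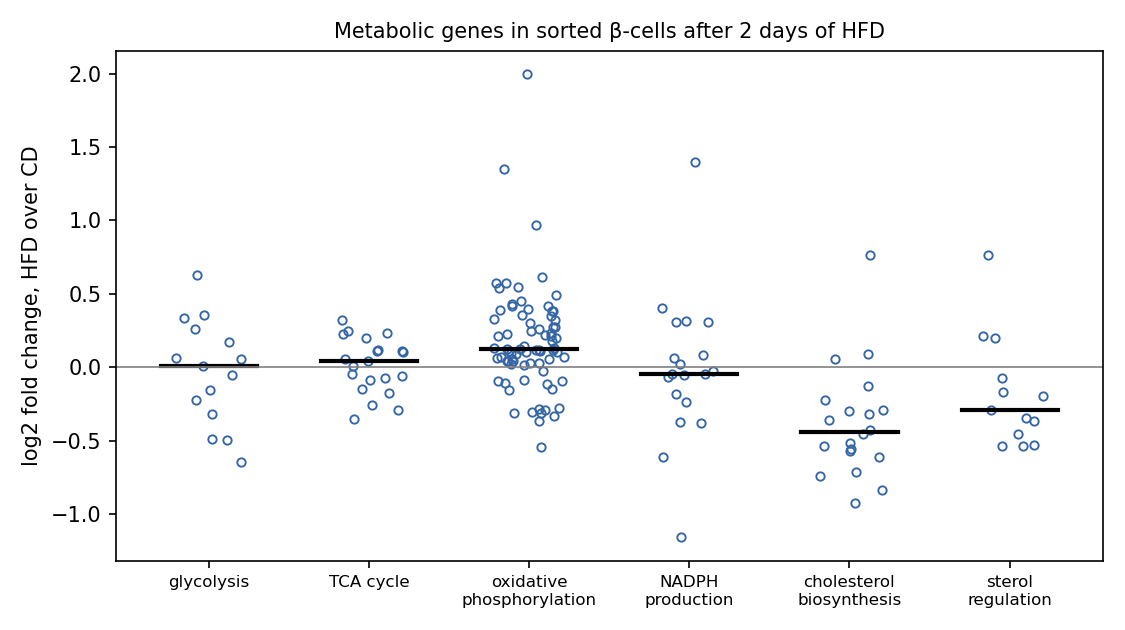
Log2 fold change (HFD over CD, vertical axis) of each tested gene in 6 metabolic gene lists, 1 open circle per gene, with a black bar at the median of each list. In the cholesterol biosynthesis list the genes run from −0.92 (Acat2) to 0.76 (Mvk) with most below 0, and in the NADPH production list from −1.16 (Idh1) to 1.40 (Me3).

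From the lower expression of cholesterol biosynthesis genes, and from the reliance of that pathway on NADPH, the paper proposes that cytosolic NADPH could be spared for the amplification of insulin release, and that this NADPH might come from increased glucose metabolism.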

**Fig. 2:**
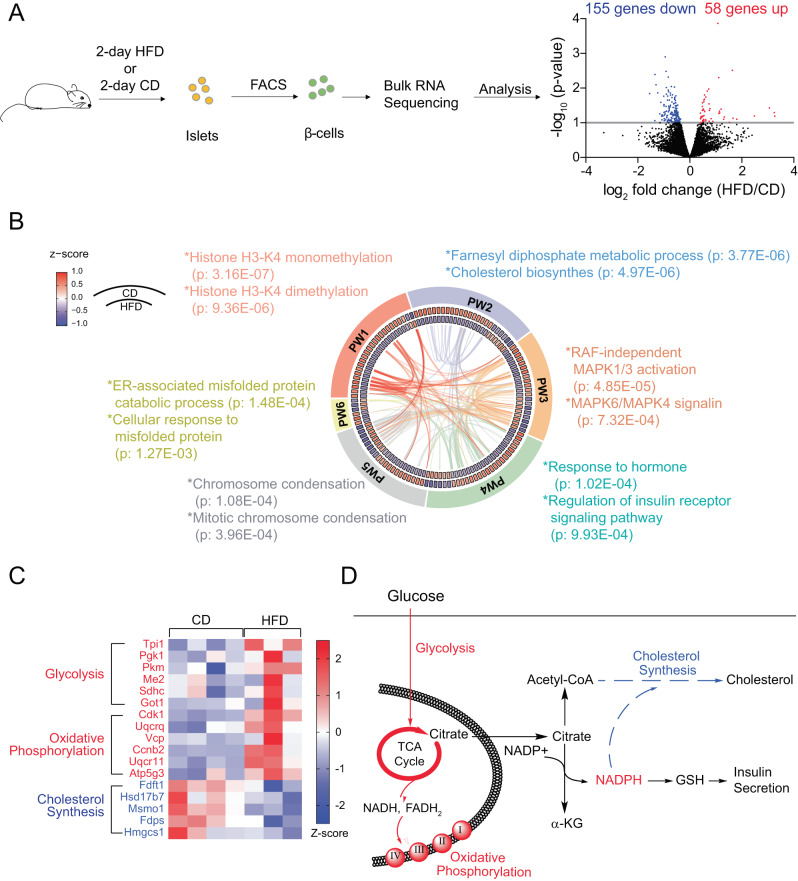
RNA sequencing of purified β-cells following 2-day HFD. **A** β-cells from CD and 2-day HFD were isolated through fluorescence activated cell sorting (FACS) for RNA sequencing. 213 genes were identified differentially expressed (DE) genes after 2-day HFD (213 genes, *n* = 4 and 3 mice). No adjustments were made for multiple comparisons. **B** All DE genes were submitted to Metascape for functional enrichment analysis using the standard accumulative hypergeometric statistical test. Expression of DE genes on CD and HFD were normalized to z-scores by gene and colorized in circos heat map. The six most enriched pathways (PW) are shown. All DE genes were submitted to STRING database for protein-protein interaction. The related protein interactions for DE genes enriched in the six PW were highlighted as links in the circos plot. **C** Gene set enrichment analysis (GSEA) showed significant up- and down-regulated pathways after HFD with false discovery rate (FDR) less than 0.05. All nominal *p*-values were less than 0.01. Normalized enrichment score (NES) reflects the degree to which a gene set is overrepresented in a ranked list of genes. **D** Illustration of transcriptomic changes related to metabolism after 2-day HFD. Raw sequencing data available in the GEO repository (GSE249790).

### Increased β-cell exocytosis after 2-day HFD requires a reducing signal

Reducing signals ensure a robust pool of releasable insulin granules^17^. Islets from 2-day HFD-fed mice appeared to have higher basal O_2_ consumption and proton-leak measured by Seahorse assay (Fig. 3A). We confirmed an increased basal O_2_ consumption rate in 2-day HFD islets by fluorescence lifetime measurement (Fig. 3B). In islets of mice expressing the cytosolic redox sensor Cyto-roGFP2-Orp1^34^, we found that the cytosol in β-cells from 2-day HFD-fed mice was more reduced compared to control mice fed CD (Fig. 3C). A reduced redox state appears required for enhanced β-cell exocytosis since this was recapitulated in β-cells of CD-fed mice upon direct intracellular dialysis of reduced glutathione (GSH), which could not increase exocytosis further in β-cells of HFD-fed mice (Fig. 3D) and was reversed by direct intracellular application of H_2_O_2_ (Fig. 3E). The redox enzyme glutaredoxin 1 (GRX1) is required for GSH- and NADPH-dependent facilitation of insulin exocytosis^35,36^, and we showed this likely acts via control of SENP1 activity (Fig. 3F)^17^. We observed an upregulation of *Senp1* expression by qPCR in islets after 2-day HFD, which was lost by 8-weeks (Fig. 3G). Direct intracellular dialysis of active SENP1 catalytic domain increases exocytosis in β-cells from CD-fed mice but, like GSH, cannot increase exocytosis further in the β-cells of HFD-fed mice (Fig. 3H).

**Fig. 3:**
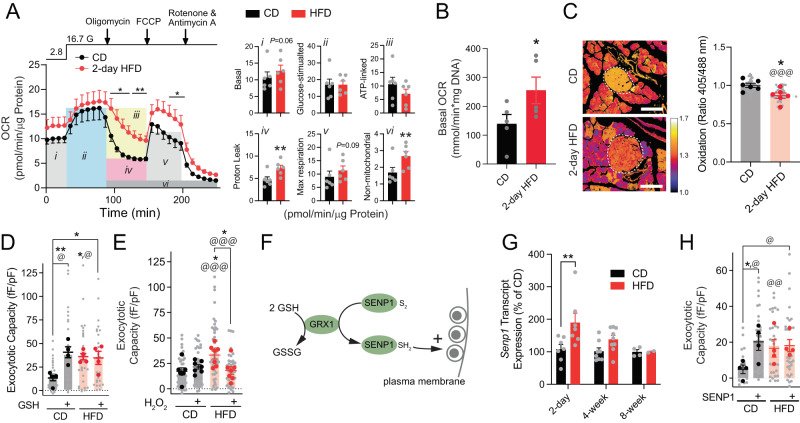
Reductive cytosolic redox signaling via SENP1 contributes to enhanced exocytosis during 2-day HFD. **A** Oxygen consumption rate (OCR) measured by Seahorse assay (*n* = 6 pairs of mice, ^*^p = 0.017, 0.030; ^**^p = 0.0039), with relevant respiration parameters calculated at right as shown by italicized numbers (^**^p = 0.0036, 0.0089). **B** Basal OCR measured by Fluorescence Lifetime Micro Oxygen Monitoring at 2.8 mM glucose (*n* = 4, 5 mice; ^*^p = 0.018). **C** Representative image of pancreatic islets (white dashed circle) carrying cyto-roGFP2-Orp1 sensor (left). Scale bar = 100 µm. Redox ratio of individual islets (*n* = 65, 41 islets, ^@@@^*p* = 1.3 × 10^−12^, from 6 pairs of mice, ^*^p = 0.041). **D**, **E** Exocytosis with infusion of 10 µM GSH (panel **D**; *n* = 27, 30, 31, 38 cells, ^@^*p* = 0.046, 0.017; from 4 pairs of mice, ^*^p = 0.026, ^**^p = 0.0073) or 200 µM H_2_O_2_ (panel **E**; *n* = 43, 39, 56, 39 cells, ^@@@^*p* = 7.1 × 10^−6^, 2.9 × 10^−4^; from 7 pairs of mice, ^*^p = 0.015, 0.022) at 2.8 mM glucose after 2-day HFD. **F** Illustration of redox-control of insulin exocytosis. GRX1-glutaredoxin 1; GSH – reduced glutathione; GSSG- glutathione; SENP1- sentrin-specific SUMO-protease 1. **G** *Senp1* expression by qRT-PCR in islets from CD or HFD fed mice (*n* = 7, 7, 8, 9, 4, 2 mice, ^**^p = 0.0017). **H** Exocytosis with infusion of 4 μg/mL catalytic SENP1 (*n* = 21, 32, 31, 33 cells, ^@^*p* = 0.032, 0.026, ^@@^*p* = 0.0044; from 4 pairs of mice, ^*^p = 0.18) at 2.8 mM glucose. In panels **C**, **D**, **E**, **H** data are shown as individual cells (gray) or cells averaged by animal (dark). Data are mean ± SEM, compared with students paired t-test (two-sided; panels **A**–**C**) or RM two-way ANOVA with matching and Bonferroni post-test (panel **A**), or two-way ANOVA followed by Tukey post-test (panels **D**, **E**, **G**, **H**). Levels of significance are indicated for analysis with cells as replicates (‘^@^’) or with animals as replicates (*). ^@^/*P < 0.05, ^@@^/**P < 0.01, ^@@@^/***P < 0.001 versus CD or as indicated. Source data are provided as a Source Data file.

In pSENP1-KO mice^24^, males become rapidly glucose intolerant compared with control littermates, with significant IP and oral glucose intolerance after 2-day HFD (Fig. 4A–D). Loss of β-cell SENP1 prevents the up-regulation of exocytosis after either a 2-day (Fig. 4E) or 4-week (Fig. 4F) HFD. Similar to the pSENP1-KO line, male βSENP1-KO mice^24^ become rapidly intolerant of IP glucose compared with control littermates upon 2-day HFD (Fig. 4G, H), with an impaired plasma insulin response (Fig. 4I). Consistent with our observation in human islets (Supplementary Fig. S1), these responses were less obvious in female mice from both the pSENP1-KO and βSENP1-KO lines (Supplementary Figs. S3 and S4), which are more resistant to the development of insulin resistance upon HFD^37^. Also, after 4-week HFD, oral glucose intolerance became more prominent in the βSENP1-KO females (Supplementary Fig. S4I) and males (Fig. 4J–L, Supplementary Fig. S5), although again the females were generally more insensitive, consistent with our recent report at 8 weeks of HFD in both the pSENP1- and βSENP1-KO models^24^.

**Fig. 4:**
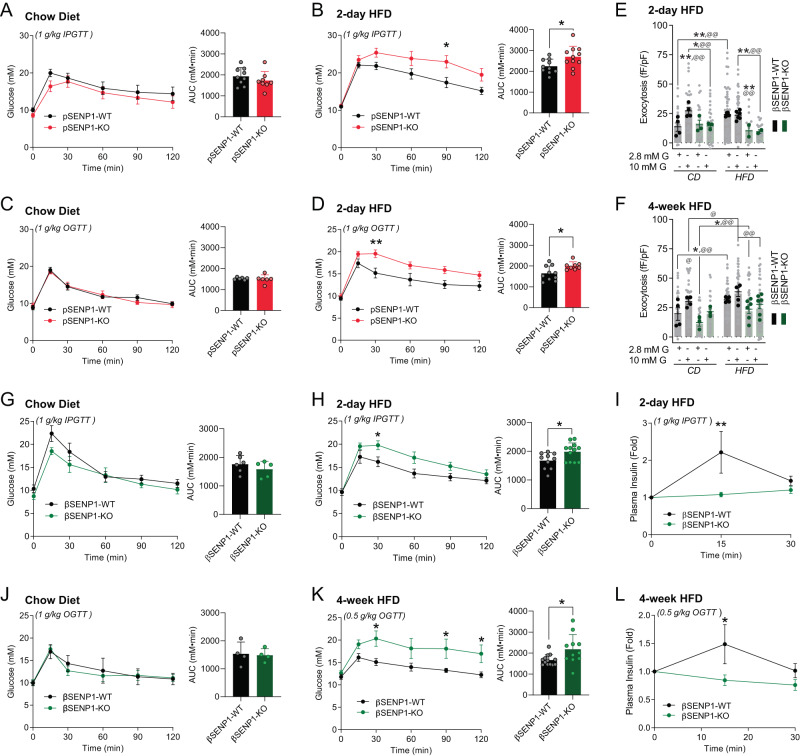
βSENP1-KO mice develop glucose intolerance following 2-day HFD. **A**, **B** IPGTT of male pSENP1-KO and pSENP1-WT mice fed with CD (*n* = 9, 8 mice) and 2-HFD (*n* = 10, 11 mice, ^*^p = 0.023, 0.027). **C**, **D** OGTT of male pSENP1-KO and pSENP1-WT mice fed with CD (*n* = 6, 6 mice) and 2-HFD (*n* = 10, 8 mice, ^*^p = 0.019, ^**^p = 0.0017). **E**, **F** Exocytosis from β-cells of βSENP1-WT and βSENP1-KO mice after 2-day (*n* = 34, 32, 24, 34, 56, 56, 18, 21 cells, ^@@^*p* = 0.0017, 0.0018, 0.0032, 0.0030; from 4, 3, 6, 2 mice, ^*^p = 0.020, ^**^p = 0.0029, 0.0036, 0.0092, 0.0097) and 4-week HFD (*n* = 46, 45, 32, 31, 48, 56, 68, 63 cells, ^@^*p* = 0.031, 0.021, ^@@^*p* = 0.0011, 0.0017, 0.0044; from 4, 3, 4, 6 mice, ^*^p = 0.027, 0.044). **G**, **H** IPGTT of male βSENP1-KO and βSENP1-WT mice fed with CD (n = 6, 5 mice) and 2-day HFD (*n* = 10, 12 mice, ^*^p = 0.044, 0.025). **I** Plasma insulin levels during IPGTT after CD or 2-day HFD (*n* = 8, 8 mice, ^**^p = 0.0049). **J**, **K** OGTT of male βSENP1-KO and βSENP1-WT mice fed with CD (*n* = 4, 4 mice) and 4-week HFD (*n* = 13, 11 mice, ^*^p = 0.021, 0.040, 0.050, 0.023). **L** Plasma insulin levels during OGTT after CD or 4-week HFD (*n* = 8, 8 mice, ^*^p = 0.017). In panels **E** and **F** data are shown as individual cells (gray) or cells averaged by animal (dark). Data are mean ± SEM, compared with student two-sided unpaired Student’s *t* test (AUCs) or two-way ANOVA followed either by Bonferroni (two-sided; panels **A**–**D**, **G**–**L**) or Tukey (two-sided; panels **E**, **F**) post-test. Source data are provided as a Source Data file.

### Redox regulation of exocytosis requires SENP1 C535

SENP1, a cysteine protease, is subject to redox regulation via a thiol side chain of the catalytic cysteine C603 or possibly other cysteines^18^. C603 is the most conserved cysteine across SENP isoforms and species, while C535 is the least conserved near the active site (Fig. 5A). Although redox regulation of intra-molecular disulfide bonds may control cysteine protease activity^38^, the key cysteines of the SENP1 catalytic domain appear too distant from the catalytic C603 to facilitate such regulation^39^ (Supplementary Fig. S6A). We therefore generated a series of recombinant SENP1 catalytic domain proteins with cysteine-to-serine substitutions and measured SUMO-protease activity in vitro (Supplementary Fig. S6B). While mutation of the catalytic cystine (C603S) completely abolished SENP1 activity as expected, the C535S mutations maintained a 2-fold higher activity compared to the SENP1 WT and other mutants (Fig. 5B). SENP1 activity was also abolished in H533S or D550S mutants, the latter being partially rescued by concomitant C535S mutation (Fig. 5C). Consistent with proton shuffling from C603 via the nearby H533 towards D550 as a potential mechanism of activation (Supplementary Fig. S6C)^40^, competing away suppressive effect of C535 interaction with H533 by excess histidine (1 mM) indeed prevents inactivation of SENP1 by 0.1 mM H_2_O_2_ (Fig. 5D).

**Fig. 5:**
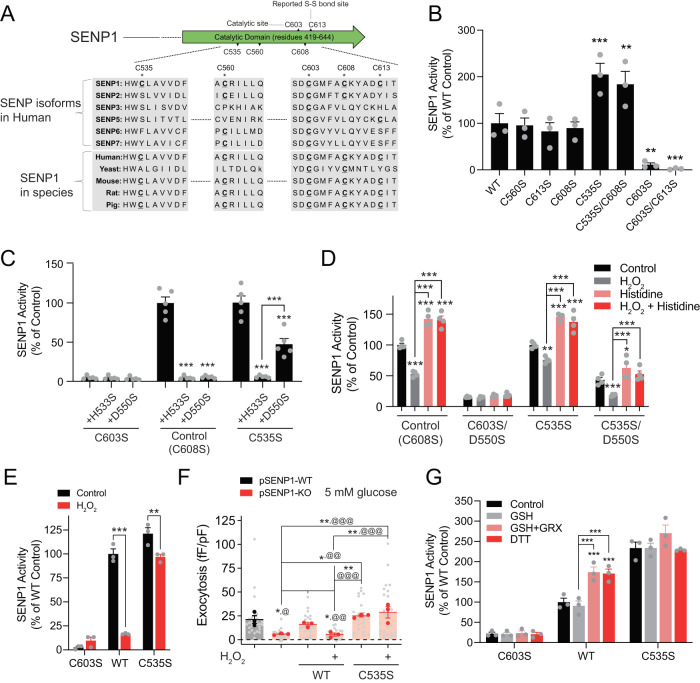
Redox regulation of SENP1 activity requires C535. **A** Multiple amino acid comparison among different isoforms of SENP across species. **B** SENP1 activity after indicated cysteine-to-serine substitution (*n* = 3 experiments, ^**^p = 0.0034, 0.0020, ^***^p = 0.00040, 0.00079). **C** SENP1 activity after cysteine-to-serine mutation and subsequent mutation of histidine 533 or aspartic acid 550 to serine (*n* = 5 experiments, ^***^p = <1 × 10^−15^, <1 × 10^−15^, <1 × 10^−15^, 6.1 × 10^−7^). Control here was C608S that does not affect activity, but used to balance thiol groups. **D** SENP1 activity of control (C608S) SENP1 compared with serine mutants in the presence of H_2_O_2_ (100 μM), excess histidine (1 mM), or both (*n* = 4 experiments, Control: ^***^p = 2.6 × 10^−9^, <1 × 10^−15^, <1 × 10^−15^, 3.8 × 10^−8^, 9.8 × 10^−8^; C535S: ^**^p = 0.0013, ^***^p = 4.6 × 10^−9^, <1 × 10^−15^, <1 × 10^−15^ 5.9 × 10^−7^; C535S/D550S: ^*^p = 0.012, ^***^p = 8.3 × 10^−4^, 1.3 × 10^−8^, 4.9 × 10^−6^). **E** Activity of SENP1 C603S, WT, and C535S upon full activation by DTT (10 mM), and subsequent inhibition by 5 mM H_2_O_2_ (*n* = 3 experiments, ^**^p = 0.0024, ^***^p = 0.9.6 × 10^−9^). **F** In β-cells from pSENP1-KO (red) mice the effect of 4 μg/mL glutathione-S-transferase (GST) peptide (Control), SENP1 WT, or C535S were infused with/without 10 µM H_2_O_2_ on exocytosis at 5 mM glucose compared with pSENP-WT β-cells (black) (*n* = 30, 21, 24, 26, 21, 29 cells, ^@^*p* = 0.015, ^@@^*p* = 0.0062, 0.0025, ^@@@^*p* = 5.4 × 10^−5^, 9.6 × 10^−4^, 1.1 × 10^−5^; from 3, 3 mice, *p = 0.040, 0.033, 0.011, **p = 0.0031, 0.0089, 0.0026). **G** Activity of SENP1 C603S, WT, and C535S in the presence of GSH (0.1 mM) alone or with GRX1 (10 μg/ml). DTT (10 mM) was used to fully activate the enzymes (*n* = 3 experiments, ^***^p = 3.3 × 10^−4^, 5.8 × 10^−4^, 7.5 × 10^−5^, 1.3 × 10^−4^). In panel F data are shown as individual cells (gray) or cells averaged by animal (dark). Data are mean ± SEM, compared with RM one-way ANOVA followed by Tukey post-test (panels **B**, **F**) or two-way ANOVA followed by Tukey (panels **C**, **D**, **G**) or Bonferroni (panel **E**) post-test within groups. Source data are provided as a Source Data file.

In the original experiments shown in Fig. 5B, we believe differences in activity resulted from differential sensitivity to oxidation upon exposure to the air. Under conditions where SENP1 is fully activated (minimal oxidization and absence of divalent cations), the activities of SENP1 WT and SENP1 C535S were similar, and while the WT was strongly inhibited by H_2_O_2_, the C535S was not (Fig. 5E). Intracellular dialysis of SENP1 WT rescued the exocytotic defect (at 5 mM glucose) in β-cells from pSENP1-KO mice (Fig. 5F). While this rescue effect was reversed by co-dialysis of 10 μM H_2_O_2_, rescue of exocytosis in the pSENP1-KO by SENP1 C535S was resistant to H_2_O_2_ (Fig. 5F). Similar results were observed when SENP1 WT or SENP1 C535S were dialyzed into human β-cells (Supplementary Fig. S7A). The activity of SENP1 WT could be increased by GSH together with GRX1, which uses GSH as a cofactor to modulate protein thiols and disulfide bonds^41^, while SENP1 C535S appeared maximally activated (Fig. 5G). Altogether these results suggest that C535 is required for SENP1 sensitivity to redox and its function in augmenting insulin exocytosis.

We wondered whether an additional mechanism contributes to suppression of baseline SENP1 activity. Zn^2+^-cysteine is a critical mediator of redox-regulation and protease activity^42^. In silico analysis predicts that C603-C535-H533 is a Zn^2+^-binding site in SENP1 (Supplementary Fig. S6D), and we found that Zn^2+^, and to a lesser extent Ni^2+^ (present during re-folding in some of our earlier experiments) inhibited the activity of SENP1 WT but not SENP1 C535S (Fig. 6A). The IC_50_ for SENP1 inhibition by Zn^2+^ is right-shifted by nearly-30-fold in the C535S mutant, indicative of allosteric interaction of C535 with Zn^2+^ to inhibit SENP1 (Fig. 6B). This can be readily reversed by chelation with EDTA (Fig. 6C) and was not due to non-specific effect of Zn^2+^ on His×6 tag from recombinant SENP1 (Supplementary Fig. S6E).

**Fig. 6:**
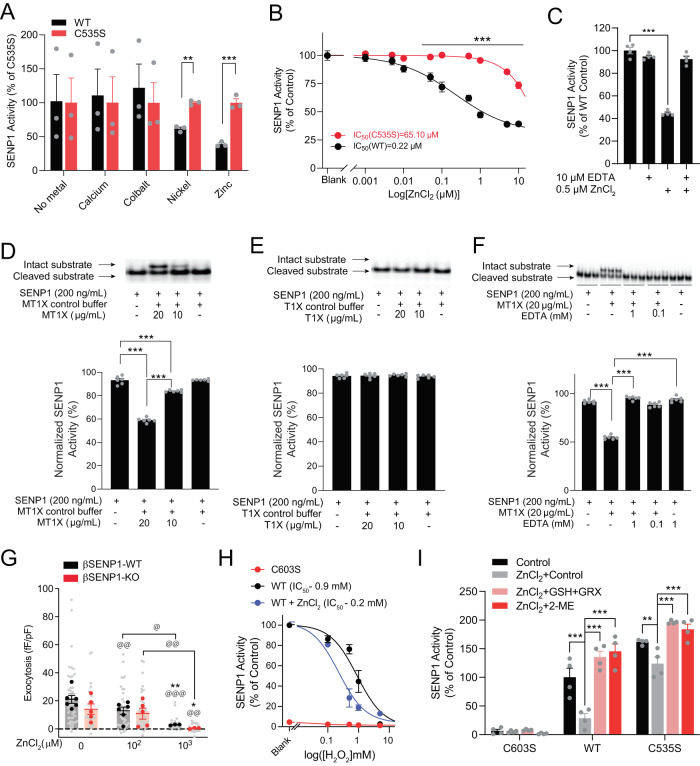
Zn^2+^ tunes SENP1 redox sensitivity and SENP1-dependent β-cell exocytosis. **A** Activity of SENP1 WT and C535S in the presence or absence of Ca^2+^, Co^2+^, Ni^2+^ and Zn^2+^ (*n* = 3 experiments, ^**^p = 0.0071, ^***^p = 0.00029). Data were normalized to C535S activity, as this is more resistant to oxidation. **B** Dose-response curve of SENP1 inhibition by ZnCl_2_ (*n* = 3 experiments, ^***^p = 1.9 × 10^−14^). **C** SENP1 inhibition by ZnCl_2_ could be reversed with the chelating reagent EDTA (*n* = 4 experiments, ^***^p = 1.6 × 10^−8^). **D**–**F** SENP1 activity, measured using a native-PAGE assay, inhibited by Zn^2+^-carrying (MT1X, panel **D**, ^***^p = <1 × 10^−15^, 1.5 × 10^−6^, 1.5 × 10^−12^) but not Zn^2+^-depleted (T1X, panel **E**) metallothionine or by Zn^2+^-carrying MT1X in the presence of EDTA (panel **F**, ^***^p = all are 1.9 × 10^−14^) (*n* = 6 experiments). **G** Effect of Zn^2+^ on exocytosis from β-cells of βSENP1-WT and -KO mice at 5 mM glucose (*n* = 46, 35, 46, 39, 23, 23 cells, ^@^*p* = 0.023, ^@@^*p* = 0.0035, 0.0041, 0.0012, ^@@@^*p* = 7.4 × 10^−7^; from 6, 6, 3 pairs of mice, ^*^p = 0.030, ^**^p = 0.030). **H** Concentration-response curve of SENP1 activity, with enzyme prepared with or without ZnCl_2_ during refolding, to inhibition by H_2_O_2_. Activity of SENP1 C603S is shown for comparison (*n* = 6 experiments). **I** Activity of SENP1 C603S, WT, and C535S in the presence of 1 µM Zn^2+^ and subsequent activation with 5 mM GSH and 10 µg/ml GRX1. 2-mercaptoethanol (2-ME, 1 mM) was used to fully activate enzymes (*n* = 4 experiments, ^*^p = 0.014, ^***^p = 3.5 × 10^−6^, 5.1 × 10^−10^, 5.1 × 10^−11^, 2.6 × 10^−6^, 6.5 × 10^−5^). In panel G data are shown as individual cells (gray) or cells averaged by animal (dark). Data are mean ± SEM, compared with RM one-way ANOVA followed by Tukey post-test (panels **C**–**F**) or RM two-way ANOVA followed by Bonferroni post-test within groups (panels **A**, **I**) or across conditions (panels **B**, **G**). Source data are provided as a Source Data file.

While Zn^2+^ inhibits SENP1 WT with an IC_50_ (0.22 μM), similar to the well-established Zn^2+^-inhibition of enzymes^43^ including proteases such as the caspases (IC_50_ = 0.1–3.4 μM;^44,45^), this is above the free cytoplasmic Zn^2+^ (sub-nM) in eukaryotic cells^46^. Compared to the in vitro Zn^2+^ titration assay, regulation of Zn^2+^ activity in a cellular environment is more complex, yielding compartmentalized Zn^2+^ signaling events with defined spatiotemporal characteristics. We examined the potential involvement of metallothionein, a Zn^2+^-binding protein participating in Zn^2+^-storage and distribution to other proteins^47^. Metallothionein is abundantly present in the pancreas (average 264 μg/mL or 43.6 μM in human pancreas^48^). Because MT1X interfered with the binding of Hisx6 tagged SENP1 substrate (Hisx6-SUMO-mCherry) to Nickel-NTA agarose for the SENP1 assay, (see Methods), we developed an alternative assay that does not require Nickel-NTA agarose (Supplementary Fig. S6E). Zn^2+^-bound metallothionein 1X (MT1X), a subtype present in β-cells, negatively regulates insulin secretion^49^ and suppresses SENP1 activity similarly to free Zn^2+^ (Fig. 6D), while Zn^2+^-free MT1X; does not (Fig. 6E). Zn^2+^ chelation with EDTA also reverses SENP1 inhibition by MT1X (Fig. 6F). In β-cells of the βSENP-WT mice, dialysis of 100 µM ZnCl_2_ impaired exocytosis without decreasing Ca^2+^ currents, to a level similar to that in the βSENP-KO (Fig. 6G; Supplementary Fig. S7B). While 100 µM ZnCl_2_ did not decrease exocytosis further in the βSENP-KO, higher concentrations of ZnCl_2_ (1 mM) dramatically decreased exocytosis in both groups possibly by inhibiting Ca^2+^ currents directly^50^ (Fig. 6G, Supplementary Fig. S7B). Finally, in the presence of Zn^2+^ SENP1 was more sensitive to inactivation by H_2_O_2_ (Fig. 6H), and more robustly activated by GSH and GRX1 (5.3-fold) while the C535S mutant remained more active (Fig. 6I).

## Discussion

β-cell compensation and decompensation is a determinant of early T2D progression^51^, yet the underlying mechanisms remain unknown. Here we demonstrate that a reduced cytosol acting via SENP1 facilitates an upregulation of β-cell function to maintain glucose tolerance very early after high fat feeding. Redox-sensing by SENP1 relies on C535 and is tuned by an interaction with Zn^2+^, possibly delivered via MT1X (Supplementary Fig. S7C). Notably, the enhanced depolarization-induced exocytosis observed at low glucose soon after 2-day HFD is recapitulated by intracellular dialysis of reducing molecules or active SENP1, which exerts a similar priming effect^21^, and is lost upon β-cell knockout of SENP1. This is not expected to increase basal insulin secretion in the absence of an increased intracellular Ca^2+^ concentration. Instead, an increased insulin granule priming at low glucose will increase the size of the releasable pool of insulin granules on which subsequent glucose-dependent Ca^2+^ responses can act, resulting in increased glucose-stimulated insulin secretion. This is consistent with the enhanced efficacy of Ca^2+^ in 1-week HFD-fed mice^5^ and pre-diabetic *db/db* mice^15^.

Redox signals are important regulators of insulin secretion and functional compensation^12,17^, although there is debate as to whether reactive oxygen species^52^ or reducing signals^53^ augment insulin secretion. Possibly both are true, depending on timing, localization, and mechanisms involved, such as the modulation of excitability by reactive oxygen species via K^+^ channels^54^ or by the direct regulation of membrane fusion by reducing signals^35^. Reducing signals may also be ‘permissive’ through their role in maintaining or setting a robust pool of releasable granules before subsequent glucose stimulation^52^. We observed a remodeling of metabolic pathways in RNAseq data and increased proton leak and basal O_2_ consumption after 2-day HFD. Coincident with this, we observed a more reduced cytosol in the β-cell. Although the underlying mechanism remains unclear, down-regulation of cholesterol biosynthesis as seen in the RNAseq data may contribute to an increase in cytosolic NADPH^33^. Increased mitochondrial proton-leak may also contribute to higher insulin secretion^55^, and increased sub-maximal glucose-fueled mitochondrial TCA cycle flux may generate higher cytosolic reducing equivalents^56^. We and others have shown that NADPH, produced by either the mitochondrial export of reducing equivalents or the pentose phosphate pathway^57,58^, augments Ca^2+^-triggered insulin exocytosis^17,35,36^. One caveat is that the Cyto-roGFP2-Orp1 redox-sensor reports the steady state balance between oxidizing and reducing signals^20,59^. The reduced redox could result from either decreased H_2_O_2_ production or increased reducing equivalents. Adaptive glucose metabolism may also enhance de novo GSH biosynthesis independent of NADPH generation^60^. Therefore, increased de novo GSH biosynthesis could contribute to a compensatory increase in insulin secretion. Nonetheless, a reduced cytosolic redox state appears critical for the increased β-cell exocytosis seen after 2-day HFD since it could be reversed by H_2_O_2_ and replicated by GSH or NADPH.

The SUMO-protease activity of SENP1 is required for its ability to augment insulin exocytosis (Fig. S7A), consistent with our previous report that SENP1 can rescue exocytosis suppressed by SUMO1 or the SUMO-ligase Ubc9, and deSUMOylates synaptotagmin VII^21^. Compared to other isoforms, SENP1 is a redox-sensitive protease with an unique interaction between a free thiol on the catalytic cysteine (C603) and other cysteines^18^. C613 is reported to be a ‘positive’ redox sensor by forming an intermolecular disulfide bond with the C603 and protect SENP1 from irreversible oxidation^18^. We find however that mutation of C613 had little effect on SENP1 activity, but rather that C535 appears to restrain SUMO-protease activity. The C535S mutant had 2-fold higher activity and was resistant to inactivation by H_2_O_2_, indicating that C535 is a ‘negative’ modulator of redox sensing. Indeed, the atomic distance between thiols of C535 and C603 prevents formation of an intra-molecular disulfide bond, consistent with the absence of disulfide bonds in available SENP1 crystal structures^39^. C535 also does not control enzyme activity via the formation of intermolecular SENP1 disulfide bonds^18^. Thus, it seems most likely that C535 impacts SENP1 redox-sensing via a proton transfer pathway, and deprotonation of the thiol group on C603 to activate SENP1 (Supplementary Fig. S6C). Specifically, proton transfer from the thiol group of C603 towards the carboxyl group of D550 via H533 results in the conversion of a thiol on C603 to an active thiolate in SENP1^40^. C535 may donate a proton to either H533 or D550 to competitively restrain proton transfer from C603, leading to inhibition of SENP1, under oxidizing conditions.

SENP1 couples reducing power to insulin secretion^17,21,22,61^. Interestingly, we find that Zn^2+^ allosterically inhibits SENP1 in a manner that is dependent upon C535. Mechanistically, the predicted Zn^2+^-binding site includes C603, H533 and C535, which is one of the most ubiquitous Zn^2+^ binding motifs^62^. A coordinate bond between Zn^2+^ and these residues likely further restricts proton transfer. Zn^2+^ coordination is expected to lower the pKa of a thiol by two orders of magnitude, facilitating the formation of a thiolate^63^. Indeed, thiol-binding Zn^2+^ readily dissociates in the presence of oxidant, leaving a highly reactive thiolate for an oxidant^64^. Therefore, interaction between C535 and Zn^2+^ sensitizes SENP1 to oxidative inhibition and allows robust reactivation by reducing signals, not dissimilar to the reported interaction between reactive oxygen species and Zn^2+^ in the regulation of protein tyrosine phosphatases^65^. This is consistent with the recent demonstration of Zn^2+^-lactate binding at C535 of SENP1^66^ which, together with the recent finding that lactate is higher than expected in some human β-cells^67^, suggests an additional possible mechanism for tuning β-cell exocytosis.

Zn^2+^ inhibits exocytosis via SENP1 with a calculated free Zn^2+^ at ~0.08 µM. However, cytosolic free Zn^2+^ levels are not perturbed by glucose stimulation^68^. Zn^2+^ binding of SENP1 may occur at the time of protein folding in the ER, or via direct interaction with Zn^2+^-binding/buffering proteins such as MT1X which have been shown to control islet Zn^2+^ fluctuations^69^ and inhibit glucose-stimulated insulin secretion via a so-far unidentified interaction with the exocytotic machinery^49^. While free Zn^2+^ is in the low-nM-range in the β-cell cytosol^68^, the abundant Zn^2+^-binding MT1X likely transfers Zn^2+^ to SENP1, tuning its redox-sensitivity and activity. During β-cell compensation, MT1X was downregulated to increase insulin secretion^49^. The combined effect of less Zn^2+^ transferred to SENP1, upregulation of *Senp1* expression, and a reduced redox state would be expected to result in a more active SENP1 and augmentation of β-cell exocytosis.

Knockout of islet and β-cell SENP1, in two separate Cre-driver models, led to IP glucose intolerance after 2-day HFD associated with a loss of insulin response. This was more obvious in males, which are known to be more sensitive to HFD^37^ and consistent with differences we observed in human islets, where insulin secretion and exocytosis appeared most impacted by BMI in younger males. However, oral glucose tolerance was not different following 2-day HFD in most cases and in contrast with the 4-week HFD where the SENP1-KO showed selectively impaired oral, not IP, glucose tolerance. This discrepancy highlights the adaptive changes that occur during different stages of high fat feeding^70^. The incretin response is paramount in limiting oral glucose intolerance after long-term HFD^24,71^, where incretin release from the gut^24^ and β-cell incretin receptors^70^ are upregulated. β-cell SENP1 is required for these compensational changes to maintain incretin-stimulated insulin secretion and oral glucose tolerance^24,72^. However, the β-cell GLP-1 receptor is not necessary for oral glucose tolerance under normal conditions^73^, similar to the role of SENP1 for oral glucose tolerance under the same conditions^24^ or after 2-day HFD. Additionally, the extra-islet action of GLP-1 could mask the effect of β-cell SENP1, such that OGTT is similar in βSENP1-KO and -WT mice^73^. Finally, we note that the less cell-type-selective pSENP1-KO mice, which have impaired GIP-stimulated glucagon secretion^24^, did show impaired oral glucose tolerance after 2-day HFD, indicating the potential importance of α-to-β cell communication under this condition and as previously reported^71^.

Thus, we show that insulin secretion is upregulated from islets from human donors with increased BMI, at early/mid-age, and from mouse islets shortly after high fat feeding. This is not due to an increased Ca^2+^ response in β-cells, but to an increase in the availability of releasable insulin granules that is promoted at low glucose (i.e., prior to the glucose-stimulated secretion of these granules). This requires a reducing environment and activity of the SUMO-protease SENP1 via a sensing mechanism involving the Zn^2+^-dependent redox control of enzyme activity by C535 near the enzyme catalytic site. In mice this enhanced insulin secretory capacity acts to maintain glucose tolerance in the early stages of high fat feeding.

## Methods

All human islet studies were approved by the Human Research Ethics Board (Pro00013094; Pro00001754) at the University of Alberta and all families of organ donors provided written informed consent. All studies with mice were approved by the Animal Policy and Welfare Committee (AUP00000291) at the University of Alberta.

### Islet isolation and cell culture

Human islets were isolated at the Alberta Diabetes Institute IsletCore (www.isletcore.ca) and cultured overnight in DMEM (11885, Gibco) supplemented with L-glutamine, 110 mg/l sodium pyruvate, 10% FBS (12483, Gibco), and 100 U/ml penicillin/streptomycin (15140, Gibco)^74^. A total of 265 non-diabetic (ND) donors and 34 T2D donors (HbA1c >6.5) (Supplementary Data 1) were examined. Separation of donors by BMI and age was based on clinical diagnostic criteria for overweight, and previous studies by us^74^ and others^75^ demonstrating declines in human islet insulin secretion between the ages of 40 and 50.

C57BL/6NCrl mice (Charles River Laboratories) of both sexes were fed standard chow diet (5L0D*, PicoLab Laboratory Rodent Diet) or 60% high-fat diet (S3282, Bio-Serv) at 12 weeks of age for 2-days or 4-weeks. Pdx1-Cre mice (B6.FVB-Tg (Pdx1-Cre)6 Tuv/J, Jackson Lab, 014647) on a C57BL/6N background and Ins1-Cre mice on a mixed C57BL/6J and SV129 background^76^ were crossed with *Senp1*-floxed mice on a C57BL/6J background to generate gut/pancreas specific (Pdx1-Cre^+^;SENP1^fl/fl^ - pSENP1-KO) and β-cell-specific knockouts (Ins1-Cre^+^;SENP1^fl/fl^ - βSENP1-KO)^17,77^. Control littermates Pdx1-Cre^+^;SENP1^+/+^ mice (pSENP1-WT) and Ins1-Cre^+^;SENP1^+/+^ mice (βSENP1-WT) were used for experiments. All mice were 12-16 weeks of age at the time of experiments and housed under a 14/10 light-dark cycle with *ad libitum* access to food. Genotypes and SENP1 expression were confirmed as previously^24^. Following euthanasia by CO_2_ inhalation, mouse islets were isolated by collagenase digestion and purified by histopaque density gradient centrifugation before hand-picking^24^. All mouse islets or single cells were cultured in RPMI-1640 (11875, Gibco) with 11.1 mM glucose, 10 % FBS (12483, Gibco), 100 units/mL penicillin, and 100 μg/mL streptomycin (15140, Gibco).

### Insulin secretion

After overnight culture, static insulin secretion was measured as previously^74^ at the glucose concentrations indicated. Diazoxide and KCl concentration were 100 μM and 30 mM respectively. For dynamic insulin responses 25 islets were pre-perifused for 30 min at 2.8 mM glucose followed by 16.7 mM glucose and KCl (30 mM) at a sample collection rate of 100 μl/min every 2–5 min^24^. Insulin content was extracted with acid/ethanol. The samples were stored at −20 °C and assayed by using Insulin Detection Kit (STELLUX® Chemi Rodent Insulin ELISA kit; STELLUX® Chemi Human Insulin ELISA kit, Alpco).

### Exocytosis measurements

Human and mouse islets were dispersed to single cells in Ca^2+^-free buffer and cultured in 5.5 mM glucose DMEM and 11 mM glucose RPMI, respectively as above. After overnight culture, dispersed cells were preincubated at 1 mM (human) or 2.8 mM (mouse) glucose for 1 h and patched in bath solution containing (in mM): 118 NaCl, 5.6 KCl, 20 TEA, 1.2 MgCl_2_, 2.6 CaCl_2_, 5 HEPES at different glucose conditions (1, 2.8, 5, 10 mM) with a pH of 7.4 (adjusted by NaOH) at 32-35 ^o^C. Whole-cell capacitance was recorded with the sine+DC lock-in function of an EPC10 amplifier and PatchMaster software (HEKA Electronics). Exocytotic responses and inward Ca^2+^ currents were measured 1-2 min after obtaining the whole-cell configuration in response to ten 500 ms depolarizations to 0 mV from a holding potential of −70 mV. Changes in capacitance and integrated Ca^2+^ charge entry were normalized to cell size (fF/pF and pC/pF, respectively). The intracellular solution contained (in mM): 125 Cs-Glutamate, 10 CsCl, 10 NaCl, 1 MgCl_2_, 5 HEPES, 0.05 EGTA, 3 MgATP and 0.1 cAMP with pH = 7.15 (pH adjusted with CsOH).

In the intracellular dialysis experiments, measurements were 2-3 min after obtaining the whole-cell configuration. Our previous work showed this is sufficient for rapid dialysis of both small molecules and larger peptides such as SENP1^21^ and given the large volume of the pipette solution with respect to the β-cell cytosol we assume a homogenous distribution of infused molecules. Compounds or recombinant enzymes were added to pipette solution as indicated. For mouse β cells, these were 10 μM H_2_O_2_ (Fisher Scientific, H325-500), 10 μM reduced glutathione (GSH, Sigma), 4 μg/ml cSENP1 (Enzo Life Technologies) or glutathione-S-transferase (GST) (Enzo Life Technologies) as a control protein. For human β-cells, these were 4 μg/ml GST, wild type SENP1, C535S and C603 mutant recombinant proteins (see below) pretreated with or without 200 μM H_2_O_2_ for 10 min. Human β-cells were identified by immunostaining for insulin (Dako anti-insulin, #IR002 at 1:5 dilution, with Invitrogen AF488 secondary, #A11073 at 1:200 dilution). Mouse β-cells were identified by size (>4 pF) and a Na^+^ channel half-maximal inactivation at around −90 mV^78^.

### Glucose homeostasis

Oral glucose tolerance test (OGTT) and intraperitoneal tolerance test (IPGTT) were performed as previously described^24^. For OGTT and IPGTT on chow diet or 2-day HFD, glucose concentration was 1 g/kg dextrose. After 4-week HFD mice became glucose intolerant and 1 g/kg dextrose produced blood glucose values above the maximum of the glucometer, and we therefore used 0.5 g/kg dextrose in these experiments. Tail blood was collected at indicated times for insulin (STELLUX® Chemi Rodent Insulin ELISA kit, Alpco) and glucose measurement. ITT was performed with a concentration of 1 U/kg Humulin R (Eli Lilly).

### Intracellular Ca^2+^ imaging

Mouse islet cells were cultured on 35 mm glass bottom dishes with 10 mm micro-well (Cellvis) overnight in 11 mM glucose RPMI media (11875, Thermo Fisher). Cells were pre-incubated with Fura-2AM (1 μM) for 15 min and perifused with KRB solution at indicated glucose level and imaged at 0.5 Hz. Fluorescence signal was excited at 340/380 nm (intensity ratio 20:8) and detected at an emission light of 510 nm using Life Acquisition software (Till Photonics) on an inverted microscope (Zeiss Axioobserver, Carl Zeiss Canada Ltd.) equipped with a rapid-switching light source (Oligochrome; Till Photonics, Grafelfing, Germany). β-cells were marked and identified by immunostaining and fluorescence ratios were calculated using ImageJ (NIH).

### Fluorescence activated cell sorting (FACS) of β-cells and mRNA sequencing

Islet α- and β-cells were identified by ZIGIR vs Ex4-Cy5 through FACS analysis as above^79^. Total RNA was isolated from sorted β-cells using TRIzol reagent (Invitrogen) according to the manufacturer’s protocol and cDNA libraries were prepared using Illumina’s TruSeq Stranded mRNA Library Prep kit. The cDNA libraries were validated by TapeStation DNA 1000 High Sensitivity assay (Agilent) and quantified by Qubit dsDNA High Sensitivity assay (Invitrogen). High quality libraries were submitted to the UT Southwestern Next Generation Sequencing Core facility and RNA sequencing was performed using Illumina’s NextSeq 500 High Output instrument. Raw reads were processed to transcripts per million (TPM) and differentially expressed (DE) genes were initially determined by using the edgeR package. Genes with *P*-value <0.1 (not corrected for multiple testing), coefficient of variation (CV) of less than 1, same change of direction (either positive or negative) and specific gene counts range (mean gene counts in at least one experimental group should be higher than 5 RPKM) were considered differentially expressed between CD and HFD. All differentially expressed genes are used for downstream analyses and listed in Supplementary Data 2.

Differentially expressed gene function and enriched pathways were identified with Metascape (http://metascape.org/). KEGG Pathway, GO Biological Processes, Reactome Gene Sets, CORUM, TRRUST and PaGenBase were included in pathway enrichment analysis with a *p*-value <0.01. Terms with an enrichment factor >1.5 and a similarity of >0.3 are grouped into a cluster represented by the most significant term^80^. To examine protein-protein interaction (PPI), STRING database (https://string-db.org/) was used and only PPIs with interaction score higher than 0.70 were retrieved and linked in the circus plot by using R-studio (circlize package)^31,81^. To run an unbiased gene set enrichment analysis (GSEA)^82^, all Genes with CV of less than 1, same change of direction and specific gene counts range (at least one experimental group should be higher than 5 RPKM) were submitted and listed in Supplementary Data 3. H.all.v7.4.symbols.gmt[Hallmarks] gene dataset was used as reference data set. Enriched gene sets were considered significant with gene size over 50, false discovery rate less than 0.05, nominal *p*-value less than 0.01.

### Redox measurement

Measurements of the intracellular H_2_O_2_ levels were made using a redox histology approach, as previously described^34,83,84^. Briefly, batches of 30 islets were collected and immersed in 50 mM N-ethyl-maleimide (NEM) dissolved in PBS for 20 min for sensor chemical fixation. The NEM was then removed, and islets fixed in 4% paraformaldehyde for 30 min. After paraformaldehyde removal, the islets were incubated in 100-µL HepatoQuick (Roth, Karlsruhe, Germany) mixed with human citrate plasma (1:2 v/v) and 1 % CaCl_2_ for 1 h at 37 °C. Clots were then incubated in 95 % ethanol at 4 °C overnight and subsequently dehydrated in ethanol prior to paraffin embedding. The paraffin embedded clots were cut in 3 µm thick sections with a semi-automated rotary microtome (Leica Biosystems, Wetzlar, Germany) and placed on silanized glass slides. Images of all the islets in each slide were obtained by the Axio Observer 7 fluorescence microscope (Zeiss, Oberkochen, Germany) with a 20× objective using excitation 405 nm and 488 nm, emission 500-530 nm. The images were analyzed with ImageJ Fiji Software, and the ratio (405/488 nm) was used to compare different groups.

### Oxygen consumption

Agilent’s seahorse XFE24 Analyzer with the islet capture microplates was used for oxygen consumption measurements^85^. Briefly, 70 islets per well were assayed. Islets were sequentially treated with 2.8 mM glucose, 16.7 mM glucose, 5 µM oligomycin, 5 µM FCCP and 5 µM rotenone/antimycin A. Each experiment was run with a 3-min mix, 2-min wait and 3-min measurement period for all data points. Each biological replicate had three technical replicates and oxygen consumption rate was normalized to islet protein.

For oxygen consumption measured with the Fluorescence Lifetime Micro Oxygen Monitoring System (FOL/C3T175P, Instech Laboratories Inc.) around 200 islets incubated overnight were washed 3x with serum-free RPMI media at 2.8 mM glucose, added to the chamber for data collection for 20 min, and then collected for normalization of oxygen consumption to DNA content measured using a Quant-iT™ PicoGreen™ dsDNA Assay Kits (Invitrogen).

### Preparation of recombinant wild-type and mutant SENP1

Human SENP1 catalytic domain cDNA (NM_001267594/NP_001254523.1, 419-644 residues) was cloned in the downstream of a His×6 coding sequence, between Xba-I and BamH-I sites of the pT7JLH plasmid to add a His×6 N-terminal tag to SENP1. Primers are listed in Supplementary Data 5. Site directed mutagenesis by primer extension was used to make SENP1 mutants, C535S, C560S, C603S, C608S, C613S, C535S/C608S, C603S/C613S, C535S/H533, C535S/D550, C603S/H533, C603S/D550, C608S/H533 and C608S/D550. In brief, two sets of overwrapping mutagenesis primers were used to amplify SENP1 catalytic domain using Phusion DNA polymerase. The SENP1 cDNA was cloned between Xba-I and BamH-I sites using Gibson assembly.

To produce wild type SENP1 without His×6 tag, human SENP1 catalytic domain cDNA was also cloned into immediately downstream of T7 promoter, between Nde-I and BamH-I of the pT7JLH plasmid, to avoid addition of a His×6 tag coding sequence.

For expression, Rosetta strain of *E. coli* (Novagen) was transformed with each expression vector and grown in 50 ml LB broth containing 100 μg/ml ampicillin at 37 °C with shaking until A600 reached between 0.6 and 0.8. Each SENP1 protein was overexpressed by addition of 1 mM IPTG to the culture. After 2 h induction, the *E. coli* pellet was harvested by centrifugation at 10,000 × *g* for 10 min. Inclusion bodies of SENP1 proteins were prepared from the pellet^86^.

Each SENP1 protein with a His×6 tag was solubilized in 6 M guanidine HCl, 20 mM Tris, 0.1% Tween20, 1 mM 2-mercaptoethanol, pH = 8, and captured with a HisPur Nickel-NTA resin column (1.5 × 3 cm). The column was washed with 4 M guanidine HCl, 20 mM Tris, 0.1% Tween20, 1 mM 2-mercaptoethanol, pH = 8 and then SENP1 protein was eluted with 4 M guanidine HCl, 50 mM sodium acetate, 0.05% Tween20, pH = 4. To remove Ni^2+^ leached out from nickel-NTA resin, the concentration of each SENP1 protein was adjusted to 4 mg/ml with 4 M guanidine HCl, 20 mM Tris, 0.1% Tween20, 1 mM DTT, 50 mM EDTA and 0.2 M Tris, pH = 8. Ten volumes of water were added to dilute the 4 M guanidine HCl to 0.4 M, which causes the precipitation of SENP1 protein. The precipitated SENP1 protein without nickel was recovered by centrifugation at 8000 × *g* for 20 min.

The inclusion bodies of wild type SENP1 without a His×6 tag, was further washed twice with 1 M guanidine HCl, 2% Triton X-100, 0.1 M Tris, pH = 8. The inclusion bodies were dissolved in 4 M guanidine HCl, 20 mM Tris, 0.1 % Tween20, 1 mM DTT, 50 mM EDTA and 0.2 M Tris, pH = 8. The SENP1 without a His×6 tag was precipitated by addition of ten volumes of water. The SENP1 without a His×6 tag was recovered by centrifugation at 8000 × *g* for 20 min.

The precipitated SENP1 was dissolved in 6 M guanidine HCl, 20 mM Tris, 0.2 M Arginine, 1 mM DTT, pH = 7.2 and the absorbance at 280 nm was measured to estimate protein concentration. SENP1 proteins were stored at −80 °C until in vitro refolding. Refolding of SENP1 protein was carried out in vitro by gradual decrease of guanidine HCl concentration with dialysis^87^ at 4 °C. The concentration of SENP1 protein was adjusted to 1 mg/ml with 6 M guanidine HCl, 20 mM Tris, 0.1% Tween20, 0.2 M arginine, pH = 7.2, and for each refolding 4-5 mg of SENP1 was used. The cysteines of SENP1 proteins were reduced to have sulfhydryl side chains with 10 mM DTT for 1 h at room temperature and dialyzed against 0.5 M guanidine HCl, 0.2 M arginine, 0.1 M Tris, 2 mM cysteine, 0.2 mM cystine, 0.05% Tween20, pH = 7.2 for 24 h, and then against the same solution without guanidine HCl for 24 h. SENP1 proteins were refolded with/without 0.1 mM ZnCl_2_, and then ZnCl_2_ was removed by dialysis. Alternatively, SENP1 and mutants were prepared without ZnCl_2_ in the refolding buffer then incubated with 1 µM ZnCl_2_ for 1 h to suppress SENP1 activities prior to reactivation by 0.1 mM GSH + 10 μg/ml GRX1. SENP1 proteins were finally dialyzed against SENP1 assay buffer, 20 mM Tris, 0.1 M sodium chloride, 0.05 % Tween20, pH = 7.2 for 24 h. SENP1 proteins, used for the intracellular dialysis experiments, were prepared without 0.05% Tween 20. The final dialysis buffer was changed to fresh buffer twice. The precipitated SENP1 proteins were removed by centrifugation at 8000 × *g* for 10 min. Absorbance at 280 nm of the supernatant were measured to estimate the concentration of SENP1 proteins.

For the experiments to study the effect of divalent transient metals on SENP1 activity, 0.1 mM of CaCl_2_, CoCl_2_, NiCl_2_ and ZnCl_2_ was added in the refolding solution, and then removed by extensive dialysis against SENP1 assay buffer, 20 mM Tris, 0.1 M sodium chloride, 0.05% Tween20, pH = 7.2

### Preparation of recombinant glutaredoxin 1 and metallothinein 1X

The coding sequence of human GRX1 cDNA(NM_002064.3/NP_002055.1, 1-106 residues) was cloned in the downstream of a His×6 tag coding sequence, between Xba-I and BamH-I sites of the pT7JLH plasmid^88^. Full size human MT1X cDNA (NM_005952.4/ NP_005943.2, 1-61 residues) was cloned into immediate downstream of T7 promoter, between Nde-I and BamH-I sites of the pT7JLH plasmid^88^, to avoid addition of a His×6 tag coding sequence. Recombinant GRX1 was produced in *E. coli*, purified and carried out in vitro refolding for recombinant SENP1 with a His×6 tag.

MT1X was expressed in Rosetta strain of *E. coli* (Novagen) as above. The inclusion bodies of MT1X were washed twice with 2% Triton X-100, 0.1 M Tris, pH = 8, and then the inclusion bodies were dissolved in 6 M guanidine HCl, 10 mM DTT, 10 mM EDTA and 0.2 M Tris, pH = 8. The protein concentration was determined using BioRad Bradford protein assay (BioRad), and then adjusted to 1 mg/ml. For preparation of Zn^2+^-bound or Zn^2+^-free MT1X, two milliliter of the solution (2 mg MT1X) was used for each refolding with or without ZnCl_2_.

To prepare Zn^2+^-bound MT1X, the MT1X solution was exchanged to 6 M guanidine HCl, 0.2 M arginine, 0.5 mM zinc chloride, 0.2 M Tris, pH = 7.2 using a centrifugal molecular cut off filter unit, Amicon Ultra-4 3 kDa MWCO (Millipore), and then the final volume was adjusted to 4 ml with the same solution. The MT1X solution was transferred into a Snakeskin 3.5 kDa MWCO Dialysis tubing (Thermo Fisher), and then the dialysis was carried out at 4 °C against three different solutions subsequently. The MT1X was dialyzed against 0.2 M arginine, 0.1 mM ZnCl_2_, 0.2 M Tris, pH = 7.2 for 24 h, against 0.1 mM ZnCl_2_, 0.1 M Tris, pH = 7.2 for 24 h, and then 50 mM Tris, pH = 7.2 for 48 h. The final dialysis buffer was changed to fresh buffer three times.

To prepare Zn^2+^-free MT1X, the volume of MT1X solution was adjusted to 4 mL with 6 M guanidine HCl, 10 mM DTT, 10 mM EDTA and 0.2 M Tris, pH = 8, and then was transferred into a Snakeskin 3.5 kDa MWCO Dialysis tubing. The refolding of Zn^2+^-free MT1X was carried out at 4 °C against four different solutions subsequently; against 0.2 M Arginine, 1 mM EDTA, 1 mM DTT, 0.2 M Tris, pH = 7.2 for 24 h, against 1 mM EDTA, 1 mM DTT, 0.1 M Tris, pH = 7.2 for 24 h, against 0.1 mM DTT, 20 mM Tris, pH = 7.2 for 24 h, and against 20 mM Tris, pH = 7.2 for 24 h. The final dialysis buffer was changed to fresh buffer three times.

After refolding, MT1X was concentrated using Amicon Ultra-4 3 kDa MWCO to 200–300 μg/mL, and the filtrates of Amicon Ultra-4 were kept for using as negative buffer control for MT1X assays, particularly to confirm the removal of free zinc in MT1X solution.

### In vitro SENP1-protease assays

Two assays were developed to measure SENP1 activity. Recombinant His×6-SUMO1-mCherry was used as a substrate for both assays. The cDNA of full size human SUMO1, including the cleavage site, and mCherry were amplified with PCR using Phusion DNA polymerase and the PCR fragments were cloned into a pT7JLH plasmid at Xba-I site using Gibson assembly to make pT7JLH-SUMO1-mCherry plasmid. Transformed Rosetta strain of *E. coli* was grown in 50 ml LB broth containing 100 µg/ml Ampicillin at 37 °C with shaking until A600 reached between 0.6 and 0.8. His×6-SUMO1-mCherry protein was expressed by slow induction with 0.1 mM IPTG at 20 °C overnight and the *E. coli* pellet was harvested by centrifugation at 10,000 × *g* for 10 min. Pink color of *E. coli* pellet indicated the proper folding of His×6-SUMO1-mCherry. The pellet was incubated with 500 µg/ml lysozyme, 1 mM PMSF, 5 mM EDTA, 50 mM Tris, 0.2 M sodium chloride, pH = 8 for 3 h at 4 °C, and then sonicated five times in short burst of 30 s on ice. The cell lysate was centrifuged at 10,000 × *g* for 10 min at 4 °C, and the supernatant was dialyzed against 20 mM Tris, 0.3 M sodium chloride, pH = 8. The soluble His×6-SUMO1-mCherry was purified with a HisPur Nickel-NTA resin column (1 ×5 cm). The purified His×6-SUMO1-mCherry was dialyzed against 5 mM EDTA, pH = 8 for 6 h and then SENP1 assay buffer (20 mM Tris, 0.1 M sodium chloride, 0.05 % Tween20, pH = 7.2) for 24 h. The final dialysis buffer was changed to fresh buffer twice. The concentration of His×6-SUMO1-mCherry protein was estimated by the absorbance at 280 nm.

For the first assay, HisPur Nickel-NTA resin was used to capture and precipitate the undigested substrate, and then the mCherry signal in the supernatant containing the digested substrate was measured. 100 nM of recombinant SENP1 protein was mixed with 1 µM of His×6-SUMO1-mCherry, and incubated at 37 °C for 2 h to cleave mCherry from His×6 tag-SUMO1. The undigested substrate was captured and removed by the addition of 25 µl of HisPur Nickel-NTA resin suspension (1:1, v/v). After vortexing for 10 s, HisPur Nickel-NTA resin was precipitated by centrifugation at 10,000 × *g* for 30 s at 4 °C. Each supernatant was transferred into a 96 well clear bottom black plate and then fluorescent intensity, Ex544 nm/Em615 nm, was measured using Envision Multilabel plate reader (PerkinElmer) or Synergy HTX plate readers (Bio Tek Instruments).

The second assay was used to examine the effect of MT1X on SENP1 activity. Because MT1X interfered the binding of Hisx6-SUMO1-mCherry to HisPur Nickel-NTA resin, native-PAGE (non-denaturing Tris/Glycine gel electrophoresis) was used to separate the digested substrate from undigested substrate. Recombinant SENP1 protein without His×6 tag (200 nM) was mixed with 10 or 20 μg/mL (1.65 or 3.3 µM) MT1X, and 2.5 μM His×6-SUMO1-mCherry in a 20 μl reaction, incubated at room temperature for 45 min, and then separated by electrophoresis on non-denaturing Tris/Glycine gel. The mCherry signals of the undigested and digested substrate were detected using BioRad Gel Doc XR Imaging system (BioRad).

Because SENP1 activity changes during storage due to oxidation, the enzyme was fully activated prior to assays with 10 mM DTT at 4 °C overnight. Amicon Ultra-4 10 kDa MWCO was used to remove DTT and then replaced the buffer to SENP1 assay buffer, 20 mM Tris, 0.1 M sodium chloride, 0.05% Tween20, pH = 7.2. Final concentration of SENP1 and mutants were estimated by the absorbance at 280 nm. To preserve the activity of SENP1 25% glycerol (w/w) was added and stored under nitrogen gas at −20 °C.

### Analysis and statistics

Analysis was performed using FitMaster (HEKA Electronik) and GraphPad Prism (v10.1.1). Statistical outliers were identified and removed by an unbiased ROUT (robust regression followed by outlier identification) test. All data are shown as the mean ± SEM. Single-cell and single-islet data are shown as SuperPlots^89^, with individual cells/islets in gray, and data averaged by animal as larger dark points. Statistical analysis was performed on data both with cells/islets as replicates, and on data averaged by animal/donor. Data were analyzed by the 2-tailed Student’s *t* test (for two groups), or ANOVA and post-test as indicated in figure legends. A p-value less than 0.05 was considered significant. Zn^2+^Bind (https://zincbind.net/) was used to predict the Zn^2+^-binding site in SENP1 (2IYC)^90^. Free Zn^2+^ for patch-clamp experiments was estimated with MaxChelator at https://somapp.ucdmc.ucdavis.edu/pharmacology/bers/maxchelator/.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source Data

## Data Availability

RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE249790. Other data generated in this study and used to generate figures are provided in the Source Data file. Source data are provided with this paper.

# Supplementary material for: A role and mechanism for redox sensing by SENP1 in β-cell responses to high fat feeding
**Source:** Nat Commun. 2024 Jan 6;15:334. doi: 10.1038/s41467-023-44589-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Materials:

β -cell responses to high fat feeding:

A role and mechanism for redox sensing by SENP1

Haopeng Lin^{1,2,3†}, Kunimasa Suzuki^{1,2†}, Nancy Smith^{1,2}, Xi Li⁴, Lisa Nalbach^{5,6}, Sonia Fuentes⁴, Aliya F Spigelman^{1,2}, Xiao-Qing Dai^{1,2}, Austin Bautista^{1,2}, Mourad Ferdaoussi⁷, Saloni Aggarwal⁸, Andrew R Pepper⁸, Leticia P Roma⁶, Emmanuel Ampofo⁵, Wen-hong Li⁴, Patrick E MacDonald^{1,2*}

†. These authors contributed to this study equally.

Edmonton, AB, Canada
T6G 2E1
twitter. @bcellorg
web. www.bcell.org

Supplementary Figures:**Male**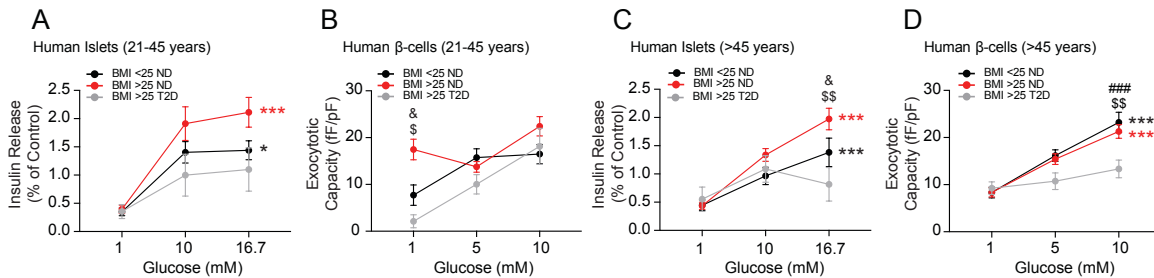**Female**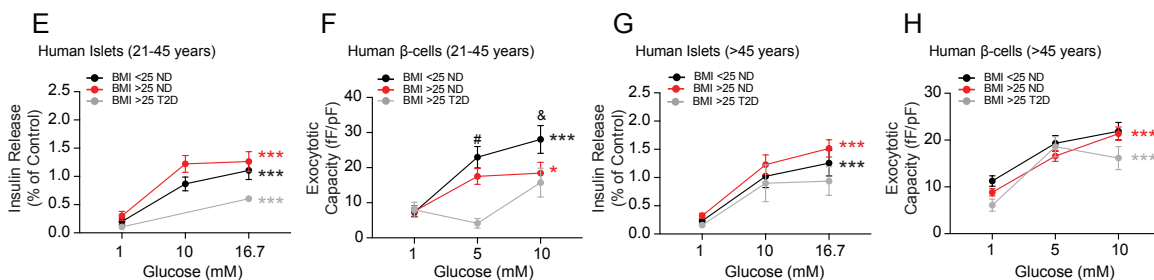**Single-cell exocytosis, averaged by donor**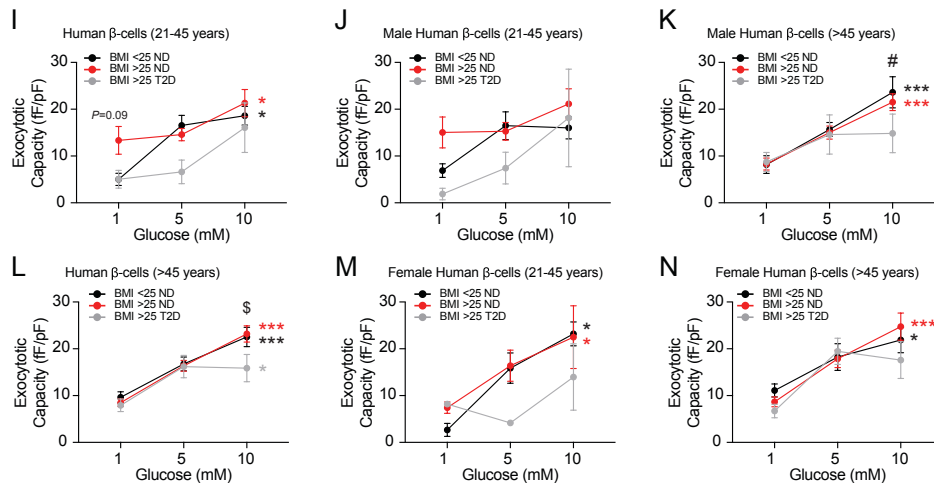**Fig. S1. Insulin secretion and exocytosis from human donors, separated by sex and by donor.**

(A): Insulin secretion from male donors 21-45 years of age at 1 mM (n= 16, 31, 4 donors), 10 mM (n= 16, 27, 3 donors) and 16.7 mM (n= 16, 31, 4 donors) glucose.

(B): β -cell exocytosis from male donors 21-45 years of age at 1 mM (n= 30, 87, 10 cells), 5 mM (n= 75, 192, 23 cells) and 10 mM (n= 51, 105, 12 cells) glucose.

(C): Insulin secretion from male donors >45 years of age at 1 mM (n= 32, 64, 14 donors), 10 mM (n= 25, 54, 14 donors) and 16.7 mM (n= 32, 64, 17 donors) glucose.

(D): β -cell exocytosis from male donors >45 years of age at 1 mM (n= 88, 135, 68 cells), 5 mM (n= 180, 241, 48 cells) and 10 mM (n= 87, 174, 75 cells) glucose.

(E): Insulin secretion from female donors 21-45 years of age at 1 mM (n= 11, 16, 1 donors), 10 mM (n= 11, 14, 0 donors) and 16.7 mM (n= 11, 16, 1 donors) glucose.

(F): β -cell exocytosis from female donors 21-45 years of age at 1 mM (n= 34, 33, 12 cells), 5 mM (n= 59, 62, 7 cells) and 10 mM (n= 37, 46, 14 cells) glucose.

(G): Insulin secretion from female donors >45 years of age at 1 mM (n= 30, 47, 10 donors), 10 mM (n= 21, 34, 7 donors) and 16.7 mM (n= 30, 46, 10 donors) glucose.

(H): β -cell exocytosis from female donors >45 years of age at 1 mM (n= 77, 151, 31 cells), 5 mM (n= 130, 232, 66 cells) and 10 mM (n= 86, 187, 37 cells) glucose.

(I): β -cell exocytosis, with cells averaged by donor, in donors of 21-45 years of age at 1 mM (n= 10, 23, 4 donors), 5 mM (n= 20, 33, 4 donors) and 10 mM (n= 11, 24, 4 donors) glucose.

(J): β -cell exocytosis, with cells averaged by donor, in male donors of 21-45 years of age at 1 mM (n= 6, 17, 2 donors), 5 mM (n= 11, 26, 3 donors) and 10 mM (n= 7, 18, 2 donors) glucose.

(K): β -cell exocytosis, with cells averaged by donor, in male donors >45 years of age at 1 mM (n= 15, 24, 9 donors), 5 mM (n= 23, 37, 9 donors) and 10 mM (n= 14, 26, 10 donors) glucose.

(L): β -cell exocytosis, with cells averaged by donor, in donors >45 years of age at 1 mM (n= 30, 50, 15 donors), 5 mM (n= 40, 69, 18 donors) and 10 mM (n= 29, 54, 16 donors) glucose.

(M): β -cell exocytosis, with cells averaged by donor, in female donors of 21-45 years of age at 1 mM (n= 4, 6, 2 donors), 5 mM (n= 9, 7, 1 donors) and 10 mM (n= 4, 6, 2 donors) glucose.

(N): β -cell exocytosis, with cells averaged by donor, in female donors >45 years of age at 1 mM (n= 15, 26, 6 donors), 5 mM (n= 17, 32, 9 donors) and 10 mM (n= 15, 28, 6 donors) glucose.

All data are compared by two-way ANOVA followed by Tukey post-test. Notations indicate: *-effect of glucose, &-BMI<25 vs BMI>25, #-BMO<25 vs BMI>25 T2D, \$-BMI>25 vs BMI>25 T2D. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$. Source data are provided as a Source Data file.

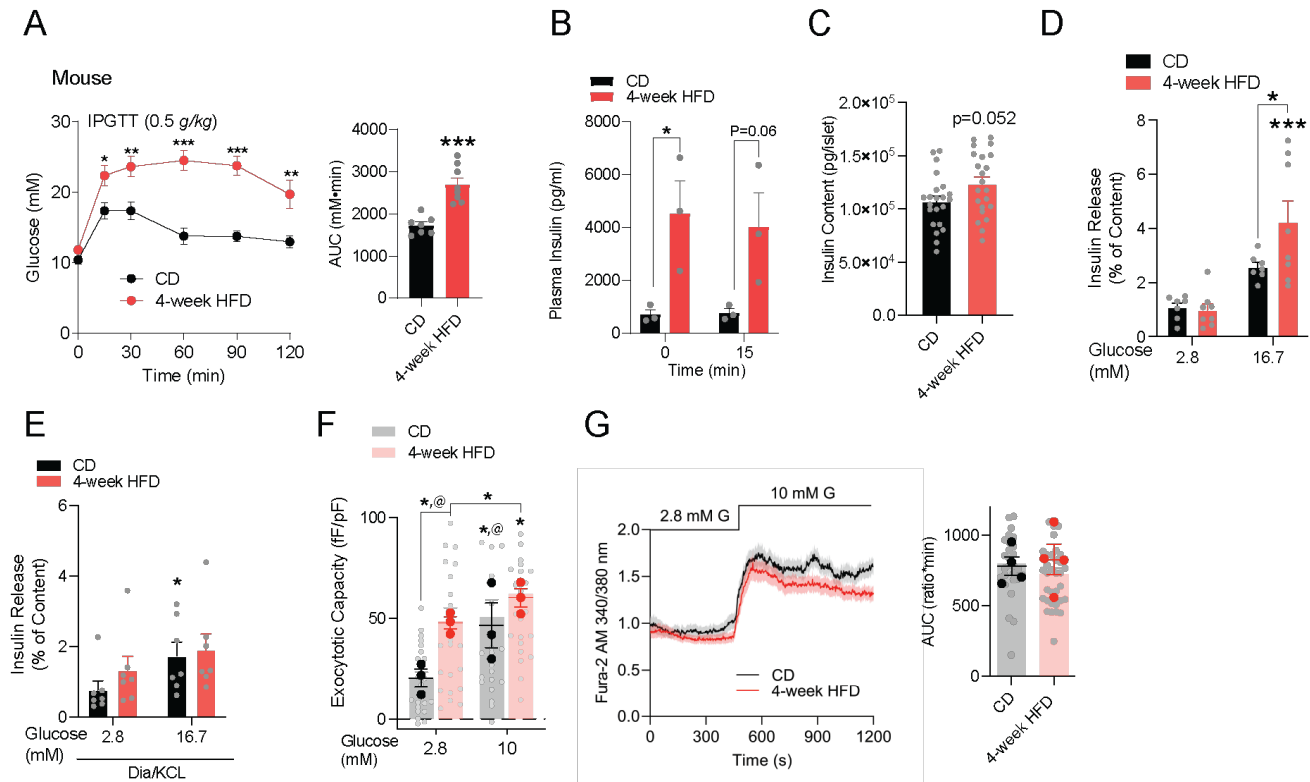

Fig. S2. Increased insulin secretion and β -cell exocytosis after 4-week HFD

(A): IPGTT of C57 mice after CD and 4-week HFD (n= 7, 8 mice). (B): Plasma insulin level during IPGTT (n=3 and 3 mice) (C): Insulin contents (n= 22, 22 mice) (D): Insulin secretion (n= 8, 8 mice) (E): Insulin secretion in the presence of 100 μ M Diazoxide/ 30 mM KCL. (n= 7, 7 mice). (F): Exocytotic response (n= 21-25 cells from 3 pairs of mice). (G): Single cell calcium response (n=28, 34 cells from 4 pairs of mice). Data are mean $\pm$ SEM, compared with student unpaired students t-test (panels A,C,G) or two-way ANOVA followed by Tukey post-test (panels F,G,I,J). In panels F and G data are shown as individual cells (grey) or cells averaged by animal (dark). Levels of significance are indicated for analysis with cells as replicates ('@') or with animals as replicates (*). * P < 0.05, ** P < 0.01, *** P < 0.001 versus 2.8 mM glucose or as indicated. Source data are provided as a Source Data file.

Female mice

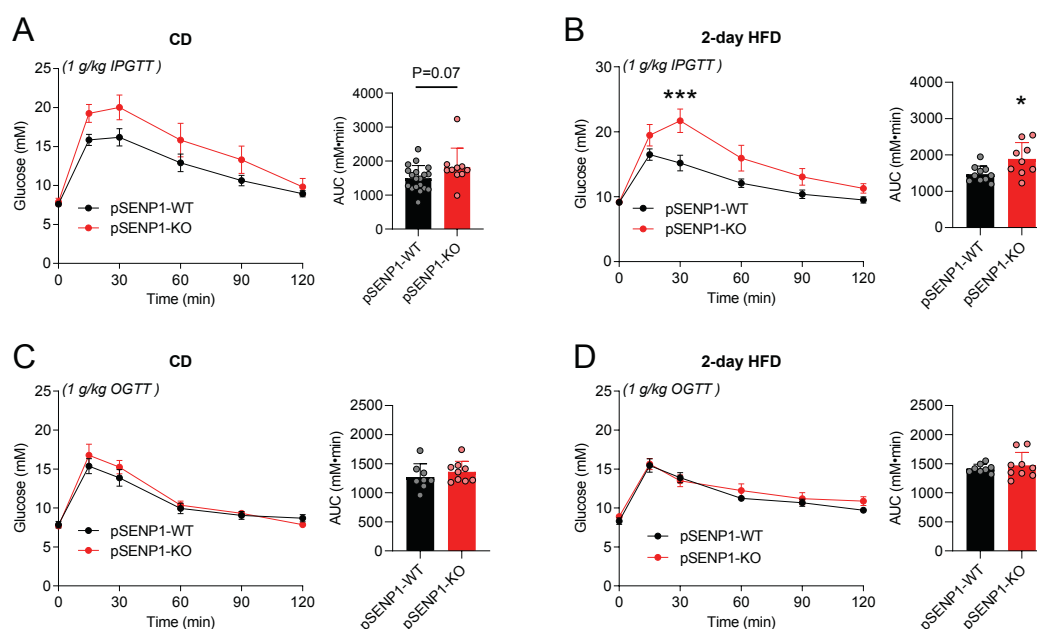

Fig. S3. IPGTT and OGTT of female pSEN1-KO mice following HFD

(A-B): IPGTT of female pSEN1-KO and pSEN1-WT mice fed CD or 2-day HFD (A - n= 19, 10 mice, B - n= 10, 9 mice). (C-D): OGTT of female pSEN1-KO and pSEN1-WT mice fed CD or 2-day HFD (C - n= 8, 9 mice, D - n= 8, 9 mice). Data are mean $\pm$ SEM and were compared with students t-test (insets) or two-way ANOVA followed by Bonferroni post-test. * $P < 0.05$, *** $P < 0.001$. Source data are provided as a Source Data file.

Female mice

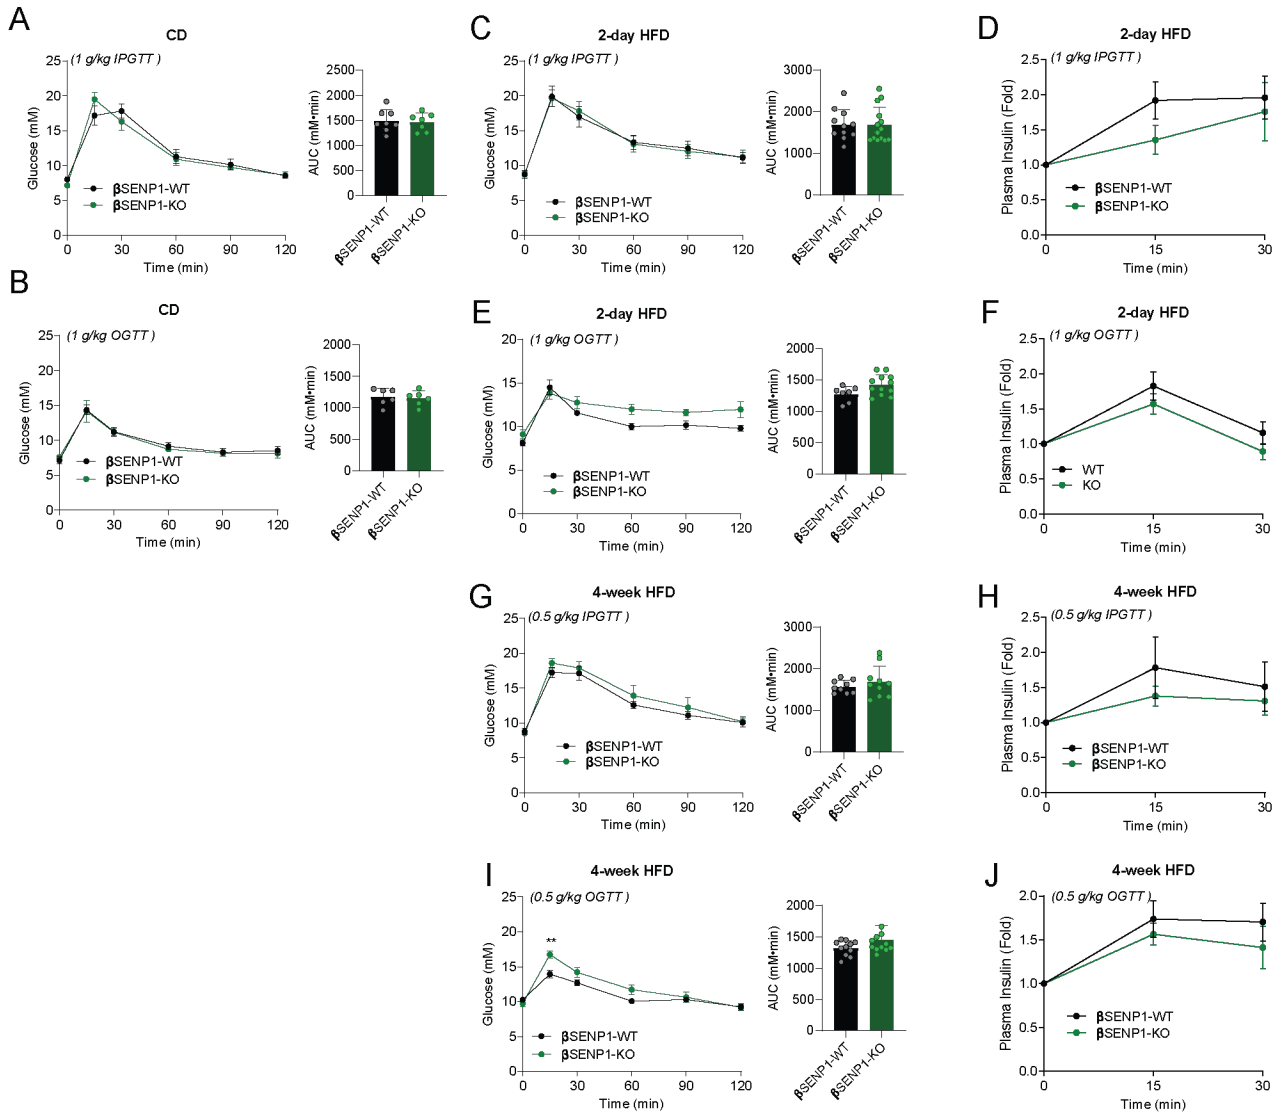

Fig. S4. IPGTT and OGTT of female β SENP1-WT and β SENP1-KO following HFD

(A-C): IPGTT following CD and 2-day HFD (A - n= 8, 7 mice, B - n= 11, 14 mice), and associated insulin secretion (C - n= 8, 9 mice). (D-F): OGTT following CD and 2-day HFD (D - n=6, 6 mice, E - n=7, 12 mice), and associated insulin secretion (F - n= 7, 8 mice). (G-J): IPGTT and OGTT with plasma insulin level following 4-week HFD (G - n= 9, 10 mice, H - n= 12, 11 mice, I - n= 6, 6 mice, J - n= 7, 8 mice). Data are mean $\pm$ SEM and were compared with students t-test (insets) or two-way ANOVA followed by Bonferroni post-test. ** $P < 0.01$. Source data are provided as a Source Data file.

Male mice

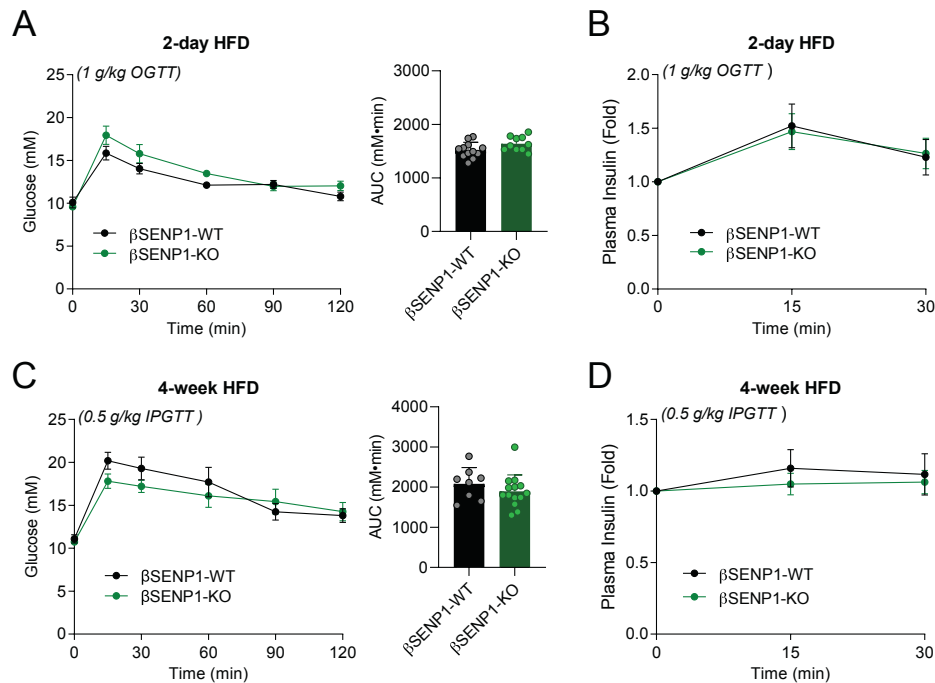

Fig. S5. OGTT and IPGTT of male β SENP1-WT and β SENP1-KO following HFD
(A-B): OGTT following 2-day HFD (A - n=12, 10), and associated insulin secretion (B - n= 4, 6 mice).
(C-D): IPGTT following 4-week HFD (C - n = 8, 14 mice), and associated insulin secretion (D - n= 6, 10 mice). Data are mean $\pm$ SEM and were compared with student t-test (insets) or two-way ANOVA followed by Bonferroni post-test. No significance. Source data are provided as a Source Data file.

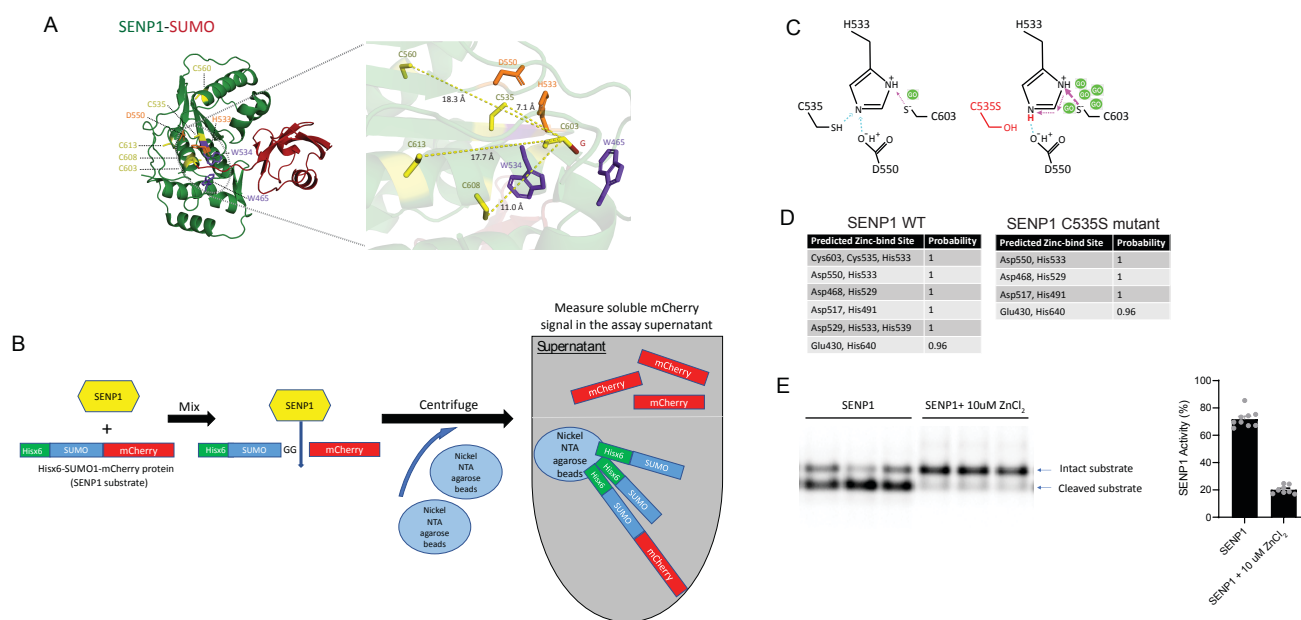

Fig. S6. Structure/function of SENP1, and enzyme activity assays

(A): Structure representation of SENP1-SUMO complex (ID: 2IYD, SENP1: green. SUMO: red) from PDB database. Potential redox-sensing cysteines (C535, C560, C603, C608, C613, yellow), another two catalytic triad (D550, H533, orange), and catalytic “floor” (W534, purple blue) and “lid” (W465, purple blue) were labeled. On the right panel, the catalytic region along with potential cysteines were outlined and zoomed in. Dashed lines indicated the measured distance (Å) between thiol group from catalytic (C603, yellow) to the ones from other potential cysteines (C535, C560, C603, C608, C613, yellow). **(B):** Illustration of SENP1-activity assay with His $\times$ 6-Nickle NTA purification. His $\times$ 6-SUMO-mCherry protein is purified and incubated with SENP1 which cuts the specific sequence on SUMO protein, leaving the His $\times$ 6-SUMO and mCherry fragment. Proteins with His $\times$ 6 are removed with Nickel NTA agarose beads. The fluorescence of digested mCherry is measured and indicates the SENP1 activity. **(C):** Putative proton transfer pathway involved in activation of SENP1 and impact of C535S mutation. **(D):** Predicted Zn²⁺ binding sites in SENP1. **(E):** Native-PAGE (non-denaturing Tris/Glycine gel electrophoresis) assay for SENP1-activity using substrate without His $\times$ 6-Nickle NTA purification. Recombinant SENP1 protein without His $\times$ 6 tag (200nM) was mixed with 10 μ M ZnCl₂ and 2.5 μ M His $\times$ 6-SUMO1-mCherry in a 20 μ l reaction, incubated at room temperature for 45 minutes, and then separated by electrophoresis on non-denaturing Tris/Glycine gel to visualized intact and cleaved substrate. SENP1 activity is calculated as the ratio of cleaved/intact substrate (n= 9 experiments). Source data are provided as a Source Data file.

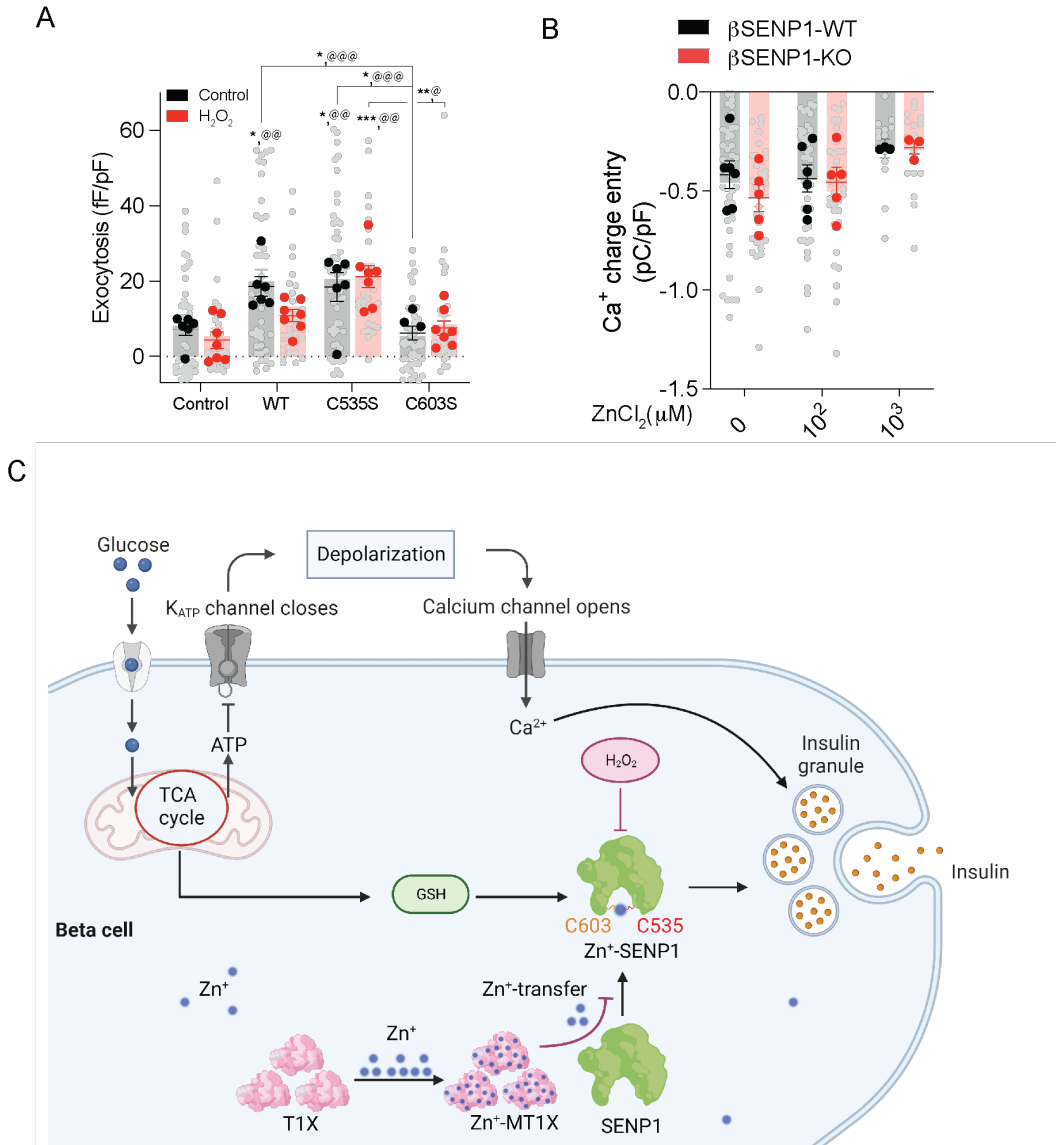

Fig. S7. Effect of Zn²⁺ on voltage dependent Ca²⁺ entry in β -cells, and proposed scheme for SENP1 role in β -cell exocytosis, dependent upon redox and Zn²⁺.

(A): 4 μ M glutathione-S-transferase (GST) peptide (Control), SENP1 WT, C535S and C603S were infused into human β -cells with/without 200 μ M H₂O₂ to assess their effects on exocytosis at 2.8 mM glucose (n=42, 31, 41, 31, 56, 28, 37, 30 cells from 7 human donors). **(B):** Effect of Zn²⁺ on Ca²⁺ charge entry during a 500 ms membrane depolarization from -70 to 0 mV in β -cells at 5 mM glucose from β SEN1-KO and β SEN1-WT mice (n= 43, 33, 44, 33, 15, 17 cells from 6 WT and 5 KO mice). **(C):** Proposed scheme for SENP1 regulation by redox and Zn²⁺ in β -cell exocytosis. K_{ATP} – ATP-sensitive K⁺ channel; TCA – tricarboxylic acid; ATP – adenosine triphosphate; GSH – reduced glutathione; SENP1 – sentrin specific SUMO protease; T1X – Zn²⁺-free metallothionein ; MT1X – Zn²⁺-bound metallothionein. Created with BioRender.com. Data are mean $\pm$ SEM shown as individual cells (grey) or cells averaged by animal (dark), compared by two-way ANOVA followed by Tukey post-test. Levels of significance are indicated for analysis with cells as replicates (“@”) or with animals as replicates (*). *P < 0.05, **P < 0.01, ***P < 0.001 versus control or as indicated. Source data are provided as a Source Data file.

# Supplementary material for: A role and mechanism for redox sensing by SENP1 in β-cell responses to high fat feeding
**Source:** Nat Commun. 2024 Jan 6;15:334. doi: 10.1038/s41467-023-44589-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Data 1

Description: Characteristics of organ donors used in the study.

Title: Supplementary Data 2

Description: Results of RNAseq comparing FACS-sorted beta cells from CD and 2-day HFD fed mice

Title: Supplementary Data 3

Description: Gene set enrichment analysis related to Figure 2B

Title: Supplementary Data 4

Description: Gene set enrichment analysis related to Figure 2C

Title: Supplementary Data 5

Description: Table of oligonucleotides

# Supplementary material for: A role and mechanism for redox sensing by SENP1 in β-cell responses to high fat feeding
**Source:** Nat Commun. 2024 Jan 6;15:334. doi: 10.1038/s41467-023-44589-x
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

HEKA PatchMaster v.2x92
Live Acquisition (Till Photonics) v2.2.0

Data analysis

HEKA FitMaster (v.2x92)
Graphpad Prism v.10.1.1
ImageJ Fiji (v1.53c)
edgeR package (v3.18)
circlize package (v0.4.15)
Metascape (<http://metascape.org/>) v3.5
zincbind (www.zincbind.net) v1.0
MaxChelator (<https://somapp.ucdmc.ucdavis.edu/pharmacology/bers/maxchelator/>) 7/3/2009

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE249790. STRING database (<https://string-db.org/>) v.11.0 was used in data analysis. Other data generated in this study and used to generate figures are provided in the Source Data file.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Experiments performed on cells from human donors report donor sex in Supplementary Table 1. Analyses are shown with (Suppl Fig 1) and without (Fig 1) data separated by sex.

In vivo animal studies were performed on mice of both sexes, and all data is shown analyzed separately throughout the manuscript.

Reporting on race, ethnicity, or other socially relevant groupings

Data on race, ethnicity, or other socially relevant groupings is not provided for our human cell studies, as this information is not made available at the time of organ procurement (it is removed in the process of donor de-identification).

Population characteristics

Information on donor age, sex, BMI and HbA1c is provided in Supplementary Table 1.

Recruitment

Organ donors from across Canada are recruited by local Organ Procurement Organizations (OPOs) with appropriate research consent. Selection bias may exist with respect to age (organ donors are typically older), and ethnicity (some communities are less likely to donate organs - however we do not track organ donor ethnicity).

Ethics oversight

All human islet studies were approved by the Human Research Ethics Board (Pro00013094; Pro00001754) at the University of Alberta and all families of organ donors provided written informed consent.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Our study was not a population study, and sample size was not predetermined. For human cell studies, sample size was determined by the number of organ donors available and number of cells that could be studied within a reasonable time from tissue processing (1-2 days). For animal studies, a minimum sample size of 3 animals for control and experimental groups was used in each assay. These numbers were determined by previous experiments in our laboratory and in the field in order to achieve 90% power to detect a treatment effect size of 60% at $\alpha=0.05$ for two way ANOVA.

Data exclusions

Some cells were excluded from analysis based on an unbiased ROUT (robust regression followed by outlier identification) test as described in the manuscript text.

Replication

Biological replicates or independent replicates are presented in the manuscript and were a minimum of 3, with the exception of one group in Figs 3G and 4E, where one experimental group had a biological replication of 2. Where possible we confirmed replication in separate sets of experiments (e.g. Fig 3B is a separate confirmation of findings from Fig 3A).

Randomization

For human cell studies cells were randomized between glucose conditions, however the characteristic of the donor (e.g. BMI) determined which group (e.g. low or high BMI, or T2D) it belonged to. For animal studies, assignment to groups was by mouse genotype (e.g. wildtype or knockout). Other studies (non-transgenic mice) were randomized.

Blinding

For human studies, since donor offers are broadcast with basic information such as age, sex, BMI, experimenters could not be blinded. Where possible for animal studies, such as with the analysis of imaging data (e.g. Fig 3C), investigators were blinded to the experimental group.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Dako anti-insulin, #IR002 at 1:5 dilution<br>Invitrogen AF488 secondary, #A11073 at 1:200 dilution
Validation	Antibodies used to immunostain for insulin-positive beta-cells following electrophysiology experiments.<br><br>Routine validation in our laboratory includes testing for non-overlap with of positivity with other markers (primarily anti-glucagon).<br><br>Additional validation published in PMID: 35108513 comparing the electrophysiological fingerprints of beta-cells identified by the above antibodies with combined electrophysiology + scRNA-seq to confirm that the electrical 'electrical fingerprint' of beta-cells identified by expression of canonical transcription factors, and those identified with above antibodies, overlap.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Mice were C57BL/6NCrI mice (Charles River Laboratories). Transgenic mice were bred in-house. Pdx1-Cre mice (B6.FVB-Tg (Pdx1-Cre) 6 Tuv/J were on a C57BL/6N background and Ins1-Cre mice on a mixed C57BL/6J and SV129 background. These were crossed with Snp1-floxed mice on a C57BL/6J background. Experiments were performed with mice of 12-16 weeks of age. Mice were housed in a 14/10 light dark cycle with ad libitum access to food.
Wild animals	No wild animals.
Reporting on sex	Studies were performed on animals of both sexes, and reported/analyzed separately.
Field-collected samples	No field collected samples were used in this study.
Ethics oversight	All studies with mice were approved by the Animal Policy and Welfare Committee (AUP00000291) at the University of Alberta.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

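RNA was sequenced from β-cells sorted by FACS from 4 CD and 3 HFD mice after 2 days on the diet, as described for Fig. 2. Each library stands for a separate mouse (4 and 3 mice in the legend of Fig. 2A), so the p-values of single genes and of exact permutation tests measure the spread between mice. Those of camera at the preset correlation and of fgsea set genes against other genes and do not measure that spread. Splits of the libraries that mix the diets gave the immediate early list a −log10 camera p of up to 38.9. The replicate numbers are those of the sample names, 1 to 4 on CD and 2 to 4 on HFD.

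The authors deposited one table of raw read counts per gene symbol, with a column for each of the 7 libraries and no normalization. The processing notes of the submitters name mm10 and edgeR, and the Reporting Summary gives edgeR v3.18. The name of the deposited sheet refers to known genes of iGenomes, without a source or release of that annotation. The aligner, the counting program and the use of strand are not given in the sources used here. Named genes such as Senp1, Fdft1, Tpi1 and Nfkb2 overlap another tested gene, and their counts could hold reads of it if strand was not used. The Methods state that raw reads were turned into TPM values and that a limit of 5 RPKM was applied, and neither of these units is in the table. The paper's text names edgeR but not which of its tests was used. Of 24062 rows in the table, 27 hold a date in place of a gene symbol, as a spreadsheet makes from symbols such as those of the septin genes. They could not be told apart and were left out of the totals and the tests, and they held at most 0.155% of the counts of a library. The other 24035 genes were matched by symbol or synonym to the GENCODE M21 annotation of GRCm38, the same assembly as mm10, and 98.4% had a match. Coordinates come from that annotation and count from 1. Transcript length and GC content were taken from the longest annotated transcript of each gene.

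All calculations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and Python with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The main comparison was HFD against CD over all 7 libraries, without covariates. Genes were kept by filterByExpr (12354 genes), library sizes were scaled by TMM, and glmQLFit and glmQLFTest of edgeR gave two-sided p-values with Benjamini-Hochberg adjustment. CPM values of single genes are scaled by TMM, and sums over marker lists by the total counts alone. Log2 fold changes are HFD over CD. For Senp1, Mt1, Mt2 and sums of marker genes, a two-sided exact permutation test over the 35 ways to divide the 7 libraries into 4 and 3 was used, whose smallest p is 0.0571. The criteria of the Methods were applied in the order p under 0.1, coefficient of variation under 1 in both groups, mean over 5 RPKM in one group, and the same sign in the fit and in the group means. This left 1405, 1312, 1119 and 1119 genes. The Methods do not say how the criterion on direction was applied. Without the criterion on p, 7484 genes were left.

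Before the data were examined, but after the supplementary tables of the paper had been read, 35 gene lists were written. They cover the pathways and genes named in the text and in Fig. 2, other processes of β-cells, and markers of other cells that a sort might hold. Of these, 31 had enough tested genes for camera with a preset correlation of 0.01. Of the 12 lists that passed, 5 rose and 7 fell. Both camera and fgsea set a list against the other genes, while fry sets it against no change, and by fry 9 lists passed. Gene lists and leading edges of Supplementary Data 3 and 4 were chosen by the study on these samples and are only counted. The gene tables of Supplementary Data 2 and 4 were read as the first 1998 of 8723 rows and the first 1997 of 8734 rows, and no overlap or enrichment was tested on them.

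The genes named in the text follow a rule fixed before the data were examined. They are the genes named in Fig. 2 and Senp1, the 10 genes of lowest p in each direction with a mean of at least 5 CPM in one group, and up to 4 genes of lowest p from each list described. To these come up to 3 genes of the highest level from each list of cell markers, and up to 4 genes of lowest p from the 6 pathway clusters of the study. Values of the paper's tables had been seen when the rule was written. Of the genes that the rule covers, 91 were followed through all alternatives, and Ttr was named without that. Acat2, Mvk and Me3 in the plot of metabolic genes fall outside the rule and were named after their values were seen.

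Alternatives were the likelihood ratio and exact tests of edgeR, DESeq2, limma-voom, other size factors, other filters on low counts, each library left out in turn, the replicate number as a block, a loess trend (span 0.5) on transcript length or GC content removed as an offset, other set tests, and changes to the criteria. Chosen after seeing the data were the sums of marker genes and their exact test, the exact test of Senp1 without HFD replicate 3, limma-voom with library quality weights, and the length and GC trends removed around the mean of each library. In tests on simulated data, 200 genes above a minimum level were changed among counts drawn from the real means, library sizes and dispersions. All libraries were drawn from the same means, so the genes missing from HFD replicate 3 were not simulated. The shares below hold for that setting. The quasi-likelihood test over all 7 libraries called 27.0% of the genes changed by a log2 fold change of 1 and 71.0% of those changed by 2, with 4 false calls among 11919 genes. Without HFD replicate 3 it called 47.0% and 96.0%, with 7 false calls among 12462 genes. At 10559175 to 22557957 counts per library, a gene at 5 CPM in a library has more than 50 counts in it. A group mean of 5 CPM sets no such minimum for each library. In HFD replicate 3, 807 of 9443 genes with at least 50 counts in every other library were at 0.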

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

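Tests chosen only after the result was seen are those of few RNA molecules and of shallow sequencing in HFD replicate 3, those of one HFD library for the G2/M and nuclear-retained lists, that of other cell types for the G2/M list, that of Senp1 in HFD replicate 3, and the trends removed around the library mean.

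HFD replicate 3 lacked transcripts that every other library held, with 807 of 9443 well-counted genes at 0, and Senp1 was highest in it, at 54.8 CPM against 22.7 and 23.5 CPM in the other HFD libraries and 15.8 to 19.3 CPM on CD. The tables argue against shallow sequencing, since thinning each other library to the same total left at most 0.0314% of its genes at 0, and against transcript length or GC content, for which the share at 0 among genes at the high end was 0.762 of that at the low end, the ratio farthest from 1. The share at 0 was 27.4% in the 2361 genes of lowest level and 0.0847% in the 2361 of highest level, so a candidate explanation is that few RNA molecules entered that library. For Senp1, the log2 ratio of this library to the others was 1.46, at percentile 98.6 of 1435 genes of a like level, above their central 90% (−5.28 to 1.16), and 20 of them lay higher. Since this high value was seen before it was set against these genes, and some of them lay higher, the scatter of that library and the diet both stay open, with a log2 fold change of 0.90 (standard error 0.34) with this library and 0.35 (standard error 0.23) without it.

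Genes of the G2/M phase were higher on HFD (camera adjusted p = 5.0e-53, median log2 fold change 1.99). The text of the paper does not discuss them, but its GSEA gives its highest scores to E2F targets and the G2/M checkpoint. The paper's reported normalized enrichment scores for these are 3.20 and 2.77. They come from the same samples and are not independent evidence. The splits argue against chance at most, since only the real one, 1 of 35, gave a result as large. The −log10 p was 53.8 for the real split and 33.4 for the highest other. First of 35 is the best rank they allow, and values of these samples had been seen when the list was written. Chance is therefore not excluded. The tables also argue against a single HFD library (the median without the one that lowers it most was 1.89), and against a trend with transcript length or GC content (1.97 with it removed). Cells of another type stay open: 0 of their marker lists had a higher sum in each HFD library than in each CD library, but a small dividing share could be missed by these sums. All 3 endothelial markers tested were above 0, but the sum over the 11 of that list was low. It was 5.51 ± 1.36 CPM on CD and 9.70 ± 5.52 CPM on HFD. Without HFD replicate 3, 2 of these 3 markers were above 0 and 1 below. More dividing β-cells after 2 days of HFD also stays open and untested.

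RNAs that stay mostly in the nucleus, such as Malat1, Meg3, Neat1 (−0.31) and Srrm2 (−0.33), were lower on HFD, 19 of 22 below 0 with a median of −0.36 (camera adjusted p = 1.3e-05, and adjusted p = 0.0592 with an estimated correlation), and 4 passed by edgeR's quasi-likelihood test when adjusted over the list alone and by DESeq2 over all genes. The splits argue against chance at most and do not exclude it (1 of 35 splits, with a −log10 p of 5.48 for the real one and 4.75 for the highest other). The tables argue against a transcript length trend (median −0.34 with it removed around the library mean) and against a single HFD library (−0.27 without the one that lowers it most). With the planned length offset, which moves all genes upward on HFD, Neat1 and Srrm2 were at 0.04 and 0.06. Malat1 and Meg3 kept their sign there. A GC trend is not weighed here for this list. A difference between the groups in how cells were lysed or RNA was handled may have the same effect as the diet, and no value here separates them. Of the 22 genes, 6 are among the DE genes of the study.

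Other results fell outside what the text of the paper discusses, or lay far from their group. Genes of the ER translocon and of protein glycosylation were higher on HFD, 24 of 26 above 0 with a median of 0.18 (camera adjusted p = 6.3e-12, and adjusted p = 0.0592 with an estimated correlation). Of these, 9 passed by edgeR's quasi-likelihood test when adjusted over the list alone, 8 passed by DESeq2 over all genes, and the median was 0.30 without HFD replicate 3 and 0.12 without HFD replicate 2. Among them were Rpn2 and Mogs of N-glycosylation at 0.44 and 0.57, Ssr4 of the translocon at 0.62 and Spcs1 of the signal peptidase at 0.46. Genes of the S-phase were higher on HFD, 28 of 31 above 0 with a median of 0.86 (camera adjusted p = 5.8e-13, and adjusted p = 0.00532 with an estimated correlation), with 0 genes passing by edgeR's quasi-likelihood test when adjusted over the list alone, 3 by DESeq2 over all genes, and with Mcm5 of the replicative helicase at 1.76 and E2f1 at 1.08. Among the CD libraries, Pkm was lowest in replicate 3 at 530.6 CPM, Smc4 was lowest in replicate 3 at 10.3 CPM and Pdia6 was lowest in replicate 4 at 716 CPM, each far from the other libraries of the group. For that, 94 groups were tested, and chance marks about 1 in 20 of them.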

How the results depend on the processing

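Chosen after seeing the data were limma-voom with library quality weights and the trends removed around the library mean. For the counts of genes and the pathways the paper names, 253 values over all alternatives kept direction and side of the threshold, 15 reversed, 12 lost a call, 9 gained one and 15 counts moved. For named genes and other lists, 2498 kept both, 76 reversed, 33 lost a call and 119 gained one. The cause of a change was not tested except where stated. The planned length and GC trends were removed as offsets that also move the level, by construction, so the median log2 fold change of all genes went from −0.08 to 0.29 and 0.30. With the trend removed around the library mean, which keeps the level, only the α-cell list turned, by length.

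Genes past an adjusted p of 0.05 were 0 by edgeR's quasi-likelihood test (713 at an unadjusted p under 0.05), 23 by the likelihood ratio test, 10 and 212 by the exact test with tagwise and common dispersions, 137 by DESeq2, 0 by limma-voom (800 at an unadjusted p under 0.05), 27 with quality weights, and 0 to 2 with a library left out. The criteria of the Methods as applied here gave 172 genes with a common dispersion, 1739 (1688 higher and 51 lower) and 1702 (1655 higher and 47 lower) with the length and GC trends removed, 581 at an unadjusted p under 0.05, 611 where every HFD library lay on one side of every CD library, and 849 to 1394 with a library left out. Mt1 and Mt2 passed by DESeq2 at log2 fold changes of −0.51 and −0.76.

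Whether the replicate numbers pair the samples is not stated and stays open. The deviations of same-numbered libraries correlated at 0.0721, 0.0175 and 0.0556. For HFD replicates 2 and 4 this was the highest of their 4 correlations with CD libraries, and HFD replicate 3 correlated best with CD replicate 1 (0.0416). With the replicate block, 0 genes passed (375 at an unadjusted p under 0.05) and 804 met the criteria, or 375 and 372 with the length and GC trends also removed. CD replicate 1 has no HFD library of its number, so under the block it adds nothing to the estimated diet difference. Effects of the block thus cannot be told apart from those of losing that library. With the block alone, the list of H3K4 methylation passed (adjusted p = 0.0208), the α-cell list turned (0.757) and Ctrb1 went to −1.18.

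With an estimated correlation 2 lists passed and those of cholesterol synthesis (0.300), ER protein quality (0.365) and oxidative phosphorylation (0.190) did not. By fry, which tests a list against no change and not against the other genes, these did not pass either (0.127, 0.324 and 0.183) and H3K4 methylation did (0.0149). Glycolysis (0.801), NADPH production (0.739) and fatty acid oxidation (0.730) were on the lower side by fry and on the higher side in camera. They are counted above as reversed, but the questions differ, so this is no reversal of the camera result. By fgsea 7 lists passed, among them the 3 endothelial markers (0.0122), but not cholesterol synthesis (0.281) or ER protein quality (0.133), and glycolysis (0.996), fatty acid oxidation (0.719) and acinar cells (0.698) turned.

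With the length trend removed, the cholesterol list did not pass (0.0726), and these lists turned: H3K4 methylation (0.984), MAPK signaling (0.859), insulin receptor signaling (0.859), exocytosis (0.243), fatty acid synthesis (0.952), α-cells (0.859) and metallothionein (0.952). So did Peg3 (0.0785), Pcx (0.14), Neat1 (0.0374), Srrm2 (0.0569), Abcc8 (0.17), Ucp2 (0.069), Mlxipl (0.0562) and Ppy (0.0541). With the GC trend removed, the cholesterol list did not pass (0.0834) and H3K4 methylation (0.913), MAPK signaling (0.891), insulin receptor signaling (0.891), exocytosis (0.221), fatty acid synthesis (0.913) and α-cells (0.912) turned, as did Meg3 (0.0606), Peg3 (0.13), Pcx (0.20), Kmt2c (0.0376), Kmt2d (0.11), Dusp8 (0.0157), Neat1 (0.12), Srrm2 (0.0625), Abcc8 (0.22), Ucp2 (0.0891) and Mlxipl (0.0929).

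With the length trend and the replicate block, the cholesterol list did not pass (0.430) and H3K4 methylation (0.899), MAPK signaling (0.788), insulin receptor signaling (0.678), exocytosis (0.210), fatty acid synthesis (0.893), α-cells (0.804) and sterol regulation (0.881) turned, as did Peg3 (0.055), Pcx (0.0906), Neat1 (0.00545), Srrm2 (0.00203), Abcc8 (0.12), Ucp2 (0.034) and Ctrb1 (−1.25). With the GC trend and the block, the cholesterol list did not pass (0.463) and H3K4 methylation (0.811), MAPK signaling (0.772), insulin receptor signaling (0.661), exocytosis (0.193), fatty acid synthesis (0.811), α-cells (0.811) and sterol regulation (0.772) turned, as did Peg3 (0.053), Pcx (0.16), Kmt2d (0.0139), Dusp8 (0.00970), Neat1 (0.00774), Abcc8 (0.17), Ucp2 (0.0659) and Ctrb1 (−1.14).

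The α-cell list turned with the length trend removed around the library mean (0.923), a filter of 5 CPM (0.749), median-of-ratios factors (0.994) and upper-quartile factors (0.873). With the filter of 5 CPM the macrophage list turned (0.593) and H3K4 methylation passed (0.0374), and with no filter exocytosis turned (0.988). Ctrb1 went to −1.60 by limma-voom and Gcg to 0.0161 with quality weights.

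With each library left out in turn, adjusted p ranged from 8.9e-04 to 0.519 for H3K4 methylation, 0.0173 to 0.547 for insulin receptor signaling and 0.475 to 0.929 for glycolysis, which turned without CD replicate 2. Lists that turned in some of these were exocytosis (0.135 to 0.949), NADPH production (0.475 to 0.929), acinar cells (3.0e-07 to 0.867) and α-cells (0.714 to 0.952). Genes that turned were Me2 (−0.0388 to 0.50), Ctrb1 (−1.01 to 1.65) and Krt7 (−0.0363 to 0.27). The ranges of the cholesterol list (1.0e-06 to 0.0471), ER protein quality (2.7e-10 to 0.0195) and oxidative phosphorylation (7.8e-10 to 6.1e-05) stayed under 0.05. Without HFD replicate 2, however, 17 of the 37 genes of ER protein quality were above 0 and their median was −0.01, so its call there rests on the level of the other genes.

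Small changes were often missed in simulated data, which did not hold the missing genes of HFD replicate 3. Over all 7 libraries, 27.0% of genes changed by a log2 fold change of 1 were called there.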

Differences from the paper's values

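The comparison over the rows of Supplementary Data 2 was not among the tests set before the data were examined.

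The paper reports 213 DE genes by its criteria. As applied here, those criteria gave 1119 genes, but the edgeR test and the reading of the criterion on direction are not stated in the paper, so the 2 counts do not rest on criteria known to be the same. With every HFD library on one side of every CD library as that criterion, 611 genes were left. The common-dispersion exact test of edgeR, an alternative set before the data were examined, gave 172 genes, which is within 1.5 times of the paper's count, and the other 24 alternatives for this count were not. Of the genes above and below 0, the paper has about 58 and about 160 in Fig. 2A, read by eye. Together these exceed its 213 genes, so the readings are rough. Of the 212 genes of Supplementary Data 3 tested here, 57 were above and 155 below 0. By the criteria as applied here, 523 genes were above and 596 below 0. None of the alternatives set before the data were examined came within 1.5 times of either reading.

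Log2 fold changes matched those of the first rows of Supplementary Data 2, where 1996 of 1996 tested genes had the same sign and the median absolute difference was 0.00781. Unadjusted p-values differed. In these rows the paper has 57 genes with p under 0.1 and 560 had one here, and for 1982 genes the p here was lower.

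Of the genes named in Fig. 2C, the paper's unadjusted p is 0.237 for Tpi1, where it was 0.0604 here, and among the alternatives set before the data were examined only leaving out HFD replicate 2 came close. For Pgk1 the paper's p is 0.643 and it was 0.191 here, and leaving out HFD replicate 3 came close. For Me2 the paper's p is 0.657 and it was 0.360 here, and the exact test with a common dispersion, the replicate block, and leaving out CD replicate 3, CD replicate 4 or HFD replicate 3 came close. For Sdhc the paper's p is 0.332 and it was 0.0925 here, and leaving out HFD replicate 3 came close. For Got1 the paper's p is 0.321 and it was 0.104 here, and the exact test with a common dispersion and the replicate block came close. For Cdk1 the paper's p is 0.0539 and it was 0.00690 here, for Uqcrq 0.0881 and 0.0126, and for Ccnb2 0.0374 and 3.2e-04, and for these 3 genes none of the alternatives came close. The paper's unadjusted p of Vcp is 0.0158 and it was 0.0249 here. The likelihood ratio test, the exact test with tagwise dispersions, upper-quartile factors, no filter on low counts, the length or GC trend removed and leaving out HFD replicate 4 came close. The paper's unadjusted p of Uqcr11 is 0.0622 and it was 0.00739 here, and leaving out HFD replicate 2 came close. The paper's unadjusted p of Atp5g3 is 0.0761 and it was 0.0154 here, and the GC trend removed with the replicate block and leaving out CD replicate 2 or HFD replicate 3 came close. The paper's unadjusted p of Senp1 is 0.0919 and it was 0.0260 here. The exact test with a common dispersion and the replicate block, alone or with the length or GC trend removed, came close.

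The paper places glycolysis among the sets with higher expression on HFD, by GSEA of a Hallmark set of 122 genes. The list used here is a different set tested by a different method. It shares only Tpi1 and Pgk1 with the leading edge of the paper's set, so its result is not a repeat of the paper's test. Over the list of 15 glycolysis genes, 8 were above and 7 below 0 and the list did not pass (camera adjusted p = 0.617), while Tpi1 and Pkm, which the paper names, were above every CD library in all 3 HFD libraries. All 39 tested genes of the paper's own leading edge were above 0.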

Other observations

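All exact permutation tests of single genes and marker sums here were two-sided. Chosen only after the result was seen were the sums of marker genes and the exact test of Senp1 without HFD replicate 3.

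Lists of immune and stress signaling had most genes below 0 on HFD, and chance could not be excluded for any of the 4 described here. Of 28 genes of NF-κB and cytokine signaling, 2 were above and 26 below 0, with a median of −0.50, and the list fell (camera adjusted p = 1.0e-09, and adjusted p = 0.0592 with an estimated correlation). Adjusted over the list alone, 4 were lower by edgeR's quasi-likelihood test, Nfkb2, Rela, Nfkbiz and Socs3. Over all genes 0 passed by that test, and DESeq2 called the same 4 and the likelihood ratio test 1, Nfkb2 (adjusted p = 0.0354). Rela, the p65 subunit of NF-κB, was at −0.51 (standard error 0.12) and Nfkbiz, an inducible regulator of it, at −1.31 (standard error 0.35). Of these genes, 8 are in the study's DE list. The paper's reported normalized enrichment scores are −2.27 for TNF-α signaling via NF-κB and −1.88 for the interferon γ response. These scores come from the same samples and are not independent evidence. Genes of MHC class I and antigen processing fell, 14 of 16 below 0 (camera adjusted p = 0.00127, and adjusted p = 0.190 with an estimated correlation). Tap2, the peptide transporter gene, was at −0.81 (standard error 0.20), the 1 gene of that list that passed when adjusted over the list alone, and the list did not pass without HFD replicate 4 (adjusted p = 0.0934). Interferon response genes fell, 21 of 23 below 0 (camera adjusted p = 1.6e-04, and adjusted p = 0.466 with an estimated correlation), with Zc3hav1, an antiviral zinc finger gene, at −0.80. Immediate early genes fell, 31 of 32 below 0 (camera adjusted p = 3.7e-06, and adjusted p = 0.467 with an estimated correlation), with Npas4, an activity-dependent transcription factor gene, at −0.48, and their median was −0.46 with HFD replicate 3 and −0.28 without it. Macrophage markers went the same way, 6 of the 8 tested below 0 with a median of −0.97, and a sum over all 16 of the list of 76.6 ± 22.9 CPM on CD and 59.9 ± 9.45 CPM on HFD (exact permutation test, p = 0.286), though they did not pass as a list (camera adjusted p = 0.427) and their median ran from −2.23 without HFD replicate 2 to −0.17 without CD replicate 2. A share of macrophage RNA in these lists was not tested.

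Genes of β-cell identity went both ways. Ins2 had a log2 fold change of 0.07 (standard error 0.02), the prohormone convertase gene Pcsk2 was at 0.17 (standard error 0.06) and Abcc8, the sulfonylurea receptor gene, at −0.22 (standard error 0.09), and 14 of 24 genes of that list were above 0 (camera adjusted p = 0.0896). The list passed without CD replicate 1 (adjusted p = 0.0405), with upper-quartile factors (adjusted p = 0.0382), with no filter on low counts (adjusted p = 0.0374) and with the length trend removed (adjusted p = 0.00261) or the GC trend removed (adjusted p = 0.00181). Its summed CPM was higher in all 3 HFD libraries than in every CD library (359818 against 340710 CPM, exact permutation test, p = 0.0571), but most of that sum was Ins1 and Ins2, so it says little about the other genes of the list. Of 26 genes of the exocytotic machinery, 8 were above and 18 below 0 (camera adjusted p = 0.674, and adjusted p = 0.0149 by fry, which tests against no change), with the synaptotagmin gene Syt5 at 0.51. Lists of fatty acid oxidation (11 above and 13 below 0, adjusted p = 0.586), fatty acid synthesis (4 above and 10 below 0, adjusted p = 0.512) and glutathione and thioredoxin (19 above and 13 below 0, adjusted p = 0.151) did not pass in camera. Their genes include Acadvl at 0.54 (0.31 without HFD replicate 3), Mlxipl at −0.38 and Gpx1 at 0.44 (0.23 without HFD replicate 2), and the uncoupling protein gene Ucp2 was at −0.31. No gene of these 5 lists passed over all genes or when adjusted over the list alone by edgeR's quasi-likelihood test, while DESeq2 called 1 over all genes, Ins2 (adjusted p = 0.00883), and the exact test with a common dispersion 1.

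Senp1, for which the paper reports qPCR in islets, lies on chromosome 15 of mm10 from 98038744 to 98093744. In the sorted β-cells it had 18.0 ± 1.57 CPM (SD, n = 4) on CD and 33.6 ± 18.3 CPM (SD, n = 3) on HFD (adjusted p = 0.817 from edgeR's quasi-likelihood test). All 3 HFD libraries were above every CD library (exact permutation test, p = 0.0571, the smallest p that 3 mice against 4 allow), also without HFD replicate 3 (exact permutation test, p = 0.133, the smallest p that 2 mice against 4 allow). Of 17 genes of the SUMO pathway, 7 were above and 10 below 0 (camera adjusted p = 0.179). None passed by edgeR's quasi-likelihood test over all genes or when adjusted over the list alone, DESeq2 called 0, and the SUMO-activating gene Sae1 was at 0.74 (standard error 0.22) and the SUMO ligase gene Pias3 at 0.64 (standard error 0.23), or 0.41 without HFD replicate 3. The metallothionein genes Mt1 and Mt2 were lower in all 3 HFD libraries than in every CD library (exact permutation test, p = 0.0571 for each). Mt1 had 1368 ± 257 CPM on CD and 955 ± 96.1 CPM on HFD, a log2 fold change of −0.52 (standard error 0.15), and Mt2 had 1257 ± 299 and 739 ± 91.2 CPM, a log2 fold change of −0.77 (standard error 0.17). Over all genes neither passed by edgeR's quasi-likelihood test (adjusted p = 0.731 and 0.633), both passed by DESeq2 (adjusted p = 0.0210 and 7.9e-04), and both passed when adjusted over the list of 12 metallothionein and zinc genes alone, of which 4 were above and 8 below 0 (camera adjusted p = 0.179). That list passed without CD replicate 1 (adjusted p = 0.0405).

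Markers of other cell types gave no list that passed in camera with all 7 libraries. The adjusted p was 0.997 for α-cells (2 of 6 tested genes above 0), 0.198 for δ-, PP- and ε-cells (0 of 6 above 0), 0.427 for ductal cells (2 of 6 above 0), 0.698 for acinar cells (17 of 20 above 0), 0.321 for endothelial cells (3 of 3 above 0, passing by fgsea at an adjusted p of 0.0122) and 0.427 for macrophages (2 of 8 above 0). Of lymphocyte and stellate cell markers 1 gene each was tested, at −0.49 and 0.05, and of erythroid markers 0. Of the α-cell markers, 1 passed as lower and 1 as higher when adjusted over the list alone. The sum of the acinar markers ranged from 1.14 CPM in HFD replicate 3 to 4059 CPM in CD replicate 2. The acinar list passed as higher without HFD replicate 3 (adjusted p = 3.0e-07) or CD replicate 2 (adjusted p = 0.0339) and as lower without HFD replicate 2 (adjusted p = 0.0151). The list of δ-, PP- and ε-cells passed as lower without CD replicate 1 (adjusted p = 0.00165) or CD replicate 4 (adjusted p = 0.00817).

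Other splits of the 7 libraries into 4 and 3 were compared with the real one, 35 in all. For the number of genes past an adjusted p of 0.05 by edgeR's quasi-likelihood test, the real split gave 0 genes (713 at an unadjusted p under 0.05) and the highest other 7. With 0 in the real split all 35 are as large by construction, so this count says nothing about chance. For the number of genes that met the criteria of the Methods the real split was highest (1119 and 912, 1 split). As −log10 p of the real split and of the highest other, it was also highest for the S-phase list (13.4 and 10.0, 1 split) and the list of the ER translocon and glycosylation (12.2 and 9.54, 1 split). For the list of sterol regulators the real split was highest (1.890 and 1.888, 1 split), a margin too small to exclude chance. First of 35 is the best rank that the splits allow, and these counts were not adjusted for the 31 lists. A first rank therefore argues against chance at most and does not exclude it. Chance could not be excluded for the lists of cholesterol synthesis (4.68 and 7.70, 6 splits), oxidative phosphorylation (6.85 and 11.4, 3 splits), ER protein quality (6.81 and 8.17, 5 splits), NF-κB and cytokines (9.88 and 10.6, 2 splits), MHC class I (3.35 and 3.88, 2 splits), interferon response (4.28 and 5.55, 7 splits) and immediate early genes (6.08 and 38.9, 10 splits).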
